# Impact of Kiwifruit Consumption on Cholesterol Metabolism in Rat Liver: A Gene Expression Analysis in Induced Hypercholesterolemia

**DOI:** 10.3390/nu16233999

**Published:** 2024-11-22

**Authors:** Abdolvahab Ebrahimpour Gorji, Anna Ciecierska, Hanna Leontowicz, Zahra Roudbari, Tomasz Sadkowski

**Keywords:** hypercholesterolemia, *Actinidia arguta*, kiwifruit, liver steatosis, lipid metabolism

## Abstract

Background/Objectives: Cholesterol is vital in various bodily functions, such as maintaining cell membranes, producing hormones, etc. However, imbalances, like hypercholesterolemia, can lead to diseases such as cancer, kidney disease, non-alcoholic fatty liver disease, and cardiovascular conditions. This study explores the impact of kiwifruit consumption, specifically *Actinidia arguta* cultivar Geneva and *Actinidia deliciosa* cultivar Hayward, on cholesterol and lipid metabolism in rat liver. Methods: Rats were divided into groups: a 1% cholesterol control group (Ch), a 5% Geneva kiwifruit-supplemented group (ChGENE), and a 5% Hayward kiwifruit-supplemented group (ChHAYW). Gene expression was analyzed using Gene Spring v.14. Gene ontology, pathway analysis, miRNA, and transcription factor prediction were performed using DAVID, Reactome, and miRNet. In addition, we used Agilent Literature Search software to gain further insights. Results: Statistical analysis identified 72 genes in ChGENE-Ch and 2 genes in ChHAYW-Ch comparison. Key genes involved in cholesterol metabolism pathways, including *PCSK9*, *SCD1*, *SLC27A5*, *HMGCR*, and *DHCR24*, showed lower expression in the kiwifruit-supplemented groups. The genes mentioned above showed lower expression in the kiwifruit-supplemented group, probably contributing to the liver lipid level reduction. Further analysis identified miRNA-26a, miRNA-29a/b/c, miRNA-33a/b, and miRNA-155 targeting hub genes. Conclusions: Our findings suggest that dietary supplementation with kiwifruit, particularly the Geneva cultivar, reduces fat accumulation in the liver of rats with hypercholesterolemia, likely through downregulation of critical genes involved in cholesterol metabolism. These studies highlight the potential of kiwifruit as a part of a dietary strategy to manage cholesterol levels.

## 1. Introduction

Nonalcoholic fatty liver disease (NAFLD) ranges from simple hepatic steatosis to nonalcoholic steatohepatitis (NASH), involving lipid accumulation, liver cell damage, and inflammation. Linked to metabolic disorders like obesity and diabetes, the progression mechanism to NASH is unclear. No FDA-approved treatment exists, and lifestyle changes remain the primary intervention [1,2].

The lipid constituents within biological membranes play a crucial role in maintaining the standard functionality of cells. Any irregularities in their distribution or metabolism significantly affect individual cells and whole organisms. Lipid metabolism abnormalities, including hypercholesterolemia, might lead to cancer [3] and kidney, non-alcoholic fatty liver [4], cardiovascular [5], and other diseases. Other functions, including phosphor-inositide-mediated signaling, have similarly undergone several studies. Discoveries in the field have unraveled new insights into the regulation mechanisms of these pathways, which shed light on their spatial and temporal regulation in previously unknown ways [6]. Cholesterol is a fundamental constituent of natural fat substances. It plays an essential role in the body because it is vital for cell membrane function, nerve fiber insulation, kidney functions, sex hormones, bile acid production, etc. However, imbalances such as hypercholesterolemia lead to the incidence of hypertension due to occlusions of the peripheral vessels [7]. The sources contributing to cholesterol levels include carob fibers, *n*-3 fatty acids, and cholesterol-lowering phytosterols [8]. However, the relation of cholesterol with tumor development could be more complex since variable results have been noted about the association of hypercholesterolemia with cancer [9].

Consuming kiwifruit offers a range of health benefits. Regular intake of golden kiwifruit has been associated with reduced body fat mass, better blood pressure regulation, and managing inflammatory responses in overweight and obese individuals [10]. Kiwifruit is a commendable provider of antioxidants, exhibiting a favorable standing in terms of its overall antioxidant capability compared to other frequently ingested fruits such as grapefruit, apples, and pears [11]. *Actinidia deliciosa*, the Hayward cultivar, is the most popular variety of kiwi. In contrast, the awareness surrounding other species like *Actinidia eriantha* (cultivar Bidan) and *Actinidia arguta* (commonly referred to as mini kiwi or hardy kiwifruit) is comparatively limited [12]. An investigation into the impact of kiwifruit on cholesterol levels in rats found that when rats were fed a diet containing 1% cholesterol and 16% fat for six weeks, there was a notable increase in total cholesterol and triglyceride levels in their serum and liver. However, groups that received kiwifruit and avocado (fruit and seed) experienced significant reductions in serum total cholesterol, triglycerides, and low-density lipoprotein (LDL)-C levels. Moreover, these groups exhibited lowered levels of total cholesterol and triglycerides in their liver. This study suggests that incorporating kiwifruit and avocado into the diet may provide protection and have beneficial effects in reducing the risks of atherosclerosis and cardiovascular disease in hypercholesterolemic rats [13]. In addition, the study indicates that fermented kiwifruit juice has a cholesterol-regulating impact on mice suffering from hyperlipidemia [14]. Another study examined the effect of kiwifruit seed oil (KSO) on hepatic fat metabolism in obese mice. The results revealed that administering KSO decreased the expression of genes associated with lipid synthesis, such as peroxisome proliferator-activated receptor gamma (*PPARG*) and fatty acid synthase (*FAS*). Simultaneously, it upregulated the expression of genes related to fatty acid β-oxidation, including peroxisome proliferator-activated receptor alpha (*PPARA*), carnitine palmitoyltransferase 1A (*CPT1A*), and *CPT1B*, along with the thermogenesis-related gene uncoupling protein 2 (*UCP2*) in the liver. Furthermore, this study highlighted that mice on a high-fat diet exhibited significant suppression in both protein and mRNA levels of *PPARA*, a crucial lipid metabolism gene. However, after 12 weeks of KSO administration, the expression of *PPARA* was gradually restored to normal levels in a dose-dependent manner [15].

Previously, a study focused on evaluating the potential health advantages of Polish hardy kiwifruit, also known as mini kiwifruit (*Actinidia arguta*) Bingo, M1, Anna, Weiki, Jumbo, and Geneva, compared to two Asian varieties (Hayward and Bidan) in rats with induced hypercholesterolemia. The results revealed that including hardy kiwifruit in the diet enhanced the lipid profile, increased antioxidant capacity, and reduced liver damage and aortic lesions in rats consuming a cholesterol-rich diet [16]. This study investigated the relationship between the consumption of kiwifruit Geneva and Hayward varieties and cholesterol and lipid metabolism. The main objective of the present study, as a continuation of previous research, was to explore the potential molecular mechanisms linked with the effect of Geneva and Hayward kiwifruit supplementation on gene/miRNA expression profiles, most notably in the prevention of hepatic steatosis in rats exposed to an atherogenic diet.

## 2. Materials and Methods

### 2.1. Study Design

Leontowicz et al. (2016) reported that histological and biochemical changes were observed in the livers and aortic arch and the blood plasma of rats fed an atherogenic diet supplemented with freeze-dried kiwifruit, especially the Geneva cultivar. Their study compared the level of hepatocyte fat content with normal liver tissue. Based on the Leontowicz et al. study, three groups were chosen for microarray analysis of gene expression in hepatic tissue. The Leontowicz results demonstrated that the group subjected to a high-cholesterol diet (1%) exhibited significantly elevated lipid content in rat liver cells, primarily due to excessive dietary cholesterol intake. In contrast, the liver section from the Hayward cultivar-consuming group showed a notable reduction in fat accumulation within hepatocytes; however, liver steatosis persisted at an advanced stage. Furthermore, the liver tissue from the Geneva cultivar-consuming group closely resembles that of the negative control group (normal liver without cholesterol loading), where only a few hepatocytes exhibited fat deposits [17]. This finding underscores the protective effect of bioactive substances from kiwifruit varieties studied, particularly *Actinidia arguta*, cultivar Geneva, on liver function when exposed to a high-cholesterol diet.

Building on these findings and liver samples from the same rats, this study further analyzed gene expression in the liver tissue of rats exposed to three dietary regimens. The II Local Ethics Commission of Warsaw University of Life Sciences—SGGW, Poland, accepted a study involving male Wistar rats (Leontowicz et al., 2016) [17]. The rats were divided into three groups: the Ch group, which received a standard semi-synthetic diet containing 1% cholesterol (the control group); the ChGENE group, which was fed the control diet supplemented with 5% lyophilized kiwifruit cultivar Geneva; and the ChHAYW group, which was given the control diet supplemented with 5% lyophilized kiwifruit cultivar Hayward. Each dietary condition was implemented with eight biological replicates, ensuring a robust and dependable dataset for subsequent analysis and comparisons (*n* = 24).

### 2.2. Sample Collection and RNA Extraction

After a 42-day experimental period, the rats were dissected, and liver samples were promptly collected and stored at −80 °C until analysis. To extract total RNA, the protocol provided with the miRNANeasy Mini Kit was followed (Qiagen, Germantown, MD, USA). Subsequently, the quantity of RNA was measured using a NanoDrop (NanoDrop Technologies, Wilmington, DE, USA), and RNA quality and integrity were checked using a BioAnalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). In our quest to maintain the highest data quality standards, only RNA samples with a RIN (RNA Integrity Number) value equal to or exceeding 9.2 have been selected for analysis (Figure 1).

### 2.3. Microarray Analysis

The gene expression profile was analyzed using an Agilent-028279 SurePrint G3 Rat GE 8x60K Microarray GPL14797 (Agilent Technologies, USA) and an Agilent One-Color Microarray-Based Gene Expression Analysis kit (Agilent Technologies, USA). Probe labeling, hybridization, signal detection, and data extraction were conducted as described in a previous paper [18]. The data obtained from the microarray experiment were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (NCBI GEO) with accession number GSE79715. The statistical analysis was performed using Gene Spring v.14 software (Agilent Technologies, USA). A Student’s *t*-test with a significance threshold set at *p* < 0.05 and FDR < 0.05 was applied to assess the statistical significance of differences. A fold change (FC) greater than 1.3 was a criterion for relevance.

### 2.4. Real-Time qPCR Analysis

The real-time qPCR technique has been used to verify the transcriptomic analysis results. Five DEGs were selected to validate microarray results: proprotein convertase subtilisin/kexin 9 (*PCSK9*), 24-dehydrocholesterol reductase (*DHCR24*), 3-hydroxy-3-methylglutaryl-coenzyme A reductase (*HMGCR*), proline dehydrogenase 1 (*PRODH*), and stearoyl-CoA desaturase-1 (*SCD1*). Glyceraldehyde 3-phosphate dehydrogenase (*GAPDH*) was used as a reference gene. Primers were designed and validated, and cDNA were synthesized and the analysis was conducted according to Szcześniak et al.’s (2016) protocol [19] (Table 1). Assays were performed in triplicate using a Stratagene Mx3005p thermal cycler (Stratagene, San Diego, CA, USA) according to the following protocol: (1) pre-incubation for 2 min at 95 °C; (2) amplification (40 cycles) containing denaturation at 95 °C for 5 s and annealing at a temperature specified in Table 1 for 15 s; (3) dissociation curve with setting as follows: denaturation at 95 °C for 0 s, annealing at a temperature specified in Table 1, continuous melting up to 95 °C for 0 s (slope = 0.1 °C/s), and cooling at 40 °C for 30 s. The level of mRNA expression was calculated using GenEx 6.0 (MultiD Analyses, Västra Frölunda, Sweden) and is presented as ΔΔCt [20]. GraphPad Prism 5 (GraphPad Software Inc., Boston, MA, USA) software was used for data visualization. The results have been presented as mean ± standard error (SEM) and were marked as statistically significant with * for *p*  <  0.05, ** for *p*  <  0.01, and *** for *p*  <  0.001. RT-qPCR analysis was conducted using a standardized approach [21].

### 2.5. Pathway, Gene Ontology, and Literature Analysis

We analyzed differentially expressed genes and delved into their gene ontology (GO). To conduct the GO analysis, we utilized the Database for Annotation, Visualization, and Integrated Discovery (DAVID), accessed at http://david.ncifcrf.gov/ (accessed on 20 July 2024). In addition, we considered Reactome (https://reactome.org/) (accessed on 20 July 2024) for pathway analysis in our investigation.

To define the links between target genes and proteins and to visualize these relations, we employed the Agilent Literature Search software version 3.1.1 as an extension for Cytoscape. This tool uses multiple text-based search engines to obtain information. It is helpful for biomedical text mining and biological network analysis, as it turns the identified molecules or topics into networks by converting the relationship. Throughout our analysis, we rigorously filtered out any false-positive interaction data from the retrieval results. Subsequently, we imported the gene/protein interaction relationships into Cytoscape 3.9.1 for visualization and further exploration.

### 2.6. MiRNA and Transcription Factor Prediction

The online software miRNet, available at (https://www.mirnet.ca/) (accessed on 26 July 2024), has been used to identify potential miRNAs significant for cholesterol metabolism genes. MiRNet is an online tool and database that explores miRNA-target interactions across species. We also predict transcription factors that may regulate the expression of these genes. A human database was applied instead of a rat database to extend our research on liver-expressed miRNAs.

## 3. Results

### 3.1. Identification of Differentially Expressed Genes

This study compared two gene expression datasets to identify differentially expressed genes (DEGs) between the ChGENE/ChHAYW and Ch control group. 

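Liver RNA from male Wistar rats was measured with 1-colour Agilent rat arrays after 42 days on a diet with 1% cholesterol. The diet was given alone (Ch), with 5% freeze-dried Geneva kiwifruit (ChGENE) or with 5% freeze-dried Hayward kiwifruit (ChHAYW). Each group had 8 rats with 1 array each, and 0 pairs of the 24 arrays held identical values. The rats are named here by group and number, as Ch 1 to Ch 8. Each array gave values for 30367 probes that are not controls, 24272 of them with a gene symbol, and 17230 probes were printed as more than 1 spot. The authors' scanner software removed spatial and multiplicative trends from the spots of an array, and the deposited values are these intensities with no scaling between arrays. The 75th percentile of the signal had a median of 421 (range 188 to 653) on the Ch arrays, 675 (388 to 775) on the ChGENE arrays and 731 (409 to 1049) on the ChHAYW arrays. The median share of probes above background was 57.1%, 63.6% and 63.1%, respectively, and the number of arrays limits the precision. Signals were put on the log2 scale, spots marked as outliers were left out, the spots of a probe were averaged, and each array was scaled to its own 75th percentile. A level of 0 is therefore the 75th percentile of that array. A probe was called when limma's moderated test on the 16 arrays of a comparison gave a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.3. Pearson's r across probes between rats of a group had a median of 0.980 in Ch, 0.980 in ChGENE and 0.984 in ChHAYW, and probes are not independent replicates. On simulated data with independent noise and 50 changed probes of each size, the test recovered 94% of log2 rises and 94% of log2 falls of 2 in ChGENE against Ch. It recovered 46% of rises and 64% of falls of 1, with 5 false calls. Independent noise leaves out the variation that the probes of an array share, so these values may be too favourable for the real arrays. Gene symbols come from the array's annotation, updated for the 18643 probes that matched a RefSeq transcript of the GRCr8 assembly. Coordinates are those that the array files give on the rn4 build. All 8 arrays of a group lay on 1 slide, ChGENE on slide 1, Ch on slide 2 and ChHAYW on slide 3, so diet and slide cannot be told apart.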

In the ChGENE-Ch comparison, we observed that 72 genes displayed significant differential expression (fold change ≥ 1.3, *p*-value < 0.05), with 19 genes being upregulated and 53 genes being downregulated. 

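In ChGENE against Ch, 97 probes passed the test, of which 21 were higher and 76 were lower. They stand for 71 named genes and 23 probes without a gene name, and all 72 probes of Supplementary File S1 were among them, 19 higher and 53 lower. Galt, an enzyme of galactose breakdown, rose by a log2 fold change of 1.19 (standard error 0.228, n = 8 rats per group, adjusted p = 0.0448 from limma). Cdr2, an onconeural antigen, rose by 1.15 (standard error 0.217). Fam114a1l1 had a log2 fold change of 0.93 and was above background in all 8 ChGENE rats and 6 of the 8 Ch rats. Among the lower genes, Tob2, a regulator of cell growth, had a log2 fold change of −1.36 (standard error 0.252). Scart1, a scavenger receptor listed as Cd163l1 on the array, had −1.26, and its other probe, above background in 2 rats of each group, did not pass. Ndrg2, a stress-responsive gene of the NDRG family, had −1.20, and Sult1e1, the estrogen sulfotransferase listed as ste2 on the array, had −1.08. Pbld1 had −0.96, and Nxpe4 had −0.89, with 0.45 at another probe that did not pass. In these 6 lower genes the 8 ChGENE values lay below all 8 Ch values. Such a gap between the groups was found for 55 of the 97 called probes, which were chosen for their difference. By detection, 64 of the called probes were above background on all 8 arrays of a group, 17 on fewer, and 16 on none of the 16 arrays, all 16 of these lower. When 1 rat was left out, the number of called probes was 26, 0, 4957, 80, 310, 15, 2 and 3 without Ch 1 to Ch 8 in order, and 34, 3137, 0, 0, 12, 5, 12 and 12 without ChGENE 1 to ChGENE 8. Each of the 9 genes named here lost its call in 8 to 13 of these 16 fits. The share of lower probes among the calls was 78.4%, against 98.0% of 10197 with normexp background correction, 57.8% of 64 with quantile normalization, 95.7% of 4623 with median scaling, 12.5% of 8 with spike-in scaling and 47.2% of 72 with cyclic loess normalization, which was chosen after seeing the data. The median log2 fold change of all probes was −0.16, and it moved by −0.18, 0.14, −0.04, 0.42 and 0.17 under these 5 settings in the same order. The call of Fam114a1l1 ended with normexp, quantile, spike-in and loess values, those of Ndrg2, Sult1e1 and Pbld1 with the last 3 of these, and those of the other 5 genes with spike-in scaling. With spike-in values the log2 fold changes were 1.61 for Galt, 1.57 for Cdr2, 1.35 for Fam114a1l1, −0.94 for Tob2, −0.84 for Scart1, −0.78 for Ndrg2, −0.66 for Sult1e1, −0.54 for Pbld1 and −0.47 for Nxpe4.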

Within the ChHAYW-Ch comparison, we identified two significant genes, one downregulated and one upregulated. 

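In ChHAYW against Ch, the smallest adjusted p from limma was 0.110, and 0 probes passed. Abcg3, a transporter of the ABC family, had a log2 fold change of 0.64 (standard error 0.139, n = 8 rats per group), and its 8 ChHAYW values lay outside the range of the 8 Ch values. Cgref1 did not pass the adjusted test in this comparison. Srebf1, the transcription factor that drives fatty acid synthesis genes, had −0.86 (standard error 0.222), and Sort1, a sorting receptor for apolipoprotein B, had 1.14 (above background in all 8 ChHAYW rats and 6 Ch rats), both short of the threshold at adjusted p = 0.110. At an unadjusted p under 0.05 and the same fold change, 6910 probes remained, 926 higher and 5984 lower. The methods' t-test, limma with trend and robust, and all 24 arrays in 1 fit gave 0 probes, while limma with arrayWeights gave 5703, normexp values 11480, median scaling 3240, and spike-in and loess values 1 each. Without Ch 3 the number was 3675, without ChHAYW 3 it was 4588 and without ChHAYW 4 it was 1.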

Ten top upregulated genes in the ChGENE-Ch group, including *LOC689065*, *CGREF1*, *CNTNAP1*, *LOXL4*, *TSC22D1*, *EPHA4*, *PCDH7*, *LAMB3*, *AK9* and *INCENP*, and ten top downregulated genes, including *ESR2*, *RGD1562636*, *PRODH1*, *GSTT3*, *TRIM16*, *IGFBP2*, *PCSK9*, *APCDD1*, *ZFP354A*, and *SCD1*, are shown in Figure 2 and in Supplementary File S1. 

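The probe with the largest rise in ChGENE against Ch was that of C1h11orf86, listed as LOC689065 on the array, with a log2 fold change of 3.20 (standard error 0.645, n = 8 rats per group, adjusted p = 0.0478 from limma). Its second probe, above background in 8 ChGENE rats and 3 Ch rats, had 1.76 and did not pass. Tsc22d1, a leucine zipper protein induced by TGF-β, rose by 1.5 (standard error 0.282), and its second probe had 1.18 and did not pass. Ak9, a nucleotide kinase listed as RGD1560386, rose by 1.23 (standard error 0.206) but was above background in only 6 ChGENE rats and 1 Ch rat. Incenp, a centromere protein of dividing cells, rose by 1.23 (standard error 0.253), above background in 7 ChGENE rats and 1 Ch rat. Zfp354a, a zinc finger protein, fell by 2.81 on the log2 scale (standard error 0.460). Apcdd1, an inhibitor of Wnt signaling, fell by 2.37 (standard error 0.437), and its second probe, above background in 3 Ch rats and 0 ChGENE rats, also passed. Gstt3, a glutathione transferase, fell by 1.64 (standard error 0.336), with −1.29 at a second probe that did not pass. With the ChGENE values raised to background, the signal of Trim16, above background in 3 Ch rats and 0 ChGENE rats, was 2.43-fold lower. That of RGD1562636, above background in 1 Ch rat, was 2.01-fold lower. Most Ch values behind these folds were not above background either, so they are no lower bounds for the genes. Esr2, the estrogen receptor beta, passed the test (adjusted p = 0.0210), but its probe was above background on 0 of the 16 arrays, so no fold is given, and its 2 other probes did not pass. Leaving out 1 rat ended the call of Esr2 without Ch 2, Ch 7, ChGENE 3 or ChGENE 4, and ended those of the other 9 genes in 9 to 13 of the 16 fits, with log2 fold changes from 2.94 to 3.73 for C1h11orf86 and from −3.11 to −2.61 for Zfp354a. With normexp background correction Ak9 turned to −0.19 and Incenp to −0.10. Quantile, spike-in or loess values ended the calls of C1h11orf86, Incenp, Gstt3, Trim16 and RGD1562636, and spike-in scaling those of Zfp354a, Apcdd1 and Esr2. With spike-in values C1h11orf86 had 3.62, Incenp 1.65, Gstt3 −1.22, Zfp354a −2.39 and Apcdd1 −1.95.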

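Of the probes called in ChGENE against Ch, 0 were called in ChHAYW against Ch, where limma called none, and chance also gives 0. Both comparisons use the same Ch rats, so probes chosen in 1 of them tend to the same sign in the other even without an effect of Hayward kiwifruit. Of the called probes, 95 of the 97 had the same sign in both comparisons. At an unadjusted p under 0.05 and a fold change of at least 1.3, 64 of them also differed in ChHAYW against Ch. These counts were not set beside values for unchanged groups, so they are no evidence of a shared effect. Zfp354a had a log2 fold change of −1.05 (standard error 0.588, n = 8 rats per group, adjusted p = 0.268) in ChHAYW against Ch, and Igfbp2, which binds insulin-like growth factors, had −0.68 (adjusted p = 0.146). The detoxification enzyme Gstt3 had −0.30 (adjusted p = 0.509). Apcdd1 had −1.36 and Ugt1a6, a glucuronosyltransferase, had −0.49, both with an adjusted p of 0.110. Tsc22d1 had −0.07 (adjusted p = 0.887), against a rise in ChGENE. Over all probes the unadjusted lists shared 294 higher and 3880 lower probes. Independent lists would share 32.1 and 1263, but lists that use the same Ch rats are not independent. The log2 fold changes correlated across probes at r = 0.75, where 100 simulated pairs of unchanged groups against these Ch rats gave a mean of 0.483 and a range of −0.18 to 0.86. The same sign was found for 79.7% of all probes, against a simulated mean of 68.6% (43.3% to 88.3%). When each comparison used its own part of the Ch rats, r had a mean of 0.457 over 70 splits (0.184 to 0.573). Both parts lie on slide 2, so a difference of that slide remains in this r.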

Notably, there was an overlap of two genes that were expressed in both comparisons (Figure 3).

### 3.2. Real-Time qPCR Validation

Five genes implicated in lipid and cholesterol metabolism processes were chosen for validation: *PCSK9*, *DHCR24*, *HMGCR*, *PRODH*, and *SCD1*. 

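Scd and 1 probe of Prodh were lower in ChGENE than in Ch. Scd, the stearoyl-CoA desaturase (SCD1 in the paper), fell by a log2 fold change of 3.50 (standard error 0.536, n = 8 rats per group, adjusted p = 0.0210 from limma). Prodh, the proline dehydrogenase, fell by 1.63 (standard error 0.337, adjusted p = 0.0481), while its second probe had −1.11 and did not pass (adjusted p = 0.0608). Gapdh, an enzyme of glycolysis, had a log2 fold change of 0.07 (adjusted p = 0.834), and its sign turned, to −0.00308 at the lowest, when Ch 7 or ChGENE 1 was left out. Its other probes had 0.30 and 0.19 and did not pass (adjusted p = 0.440 and 0.579). The call of Scd ended without Ch 2, Ch 7, Ch 8, ChGENE 3 or ChGENE 4, while that of Prodh stood only without Ch 3, Ch 5 or ChGENE 2. Over these fits the log2 fold change ran from −3.76 to −3.21 for Scd and −1.76 to −1.47 for Prodh, and spike-in, quantile and loess values ended the call of Prodh (−1.22, −1.53 and −1.51) but not that of Scd.

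**Figure D1:**
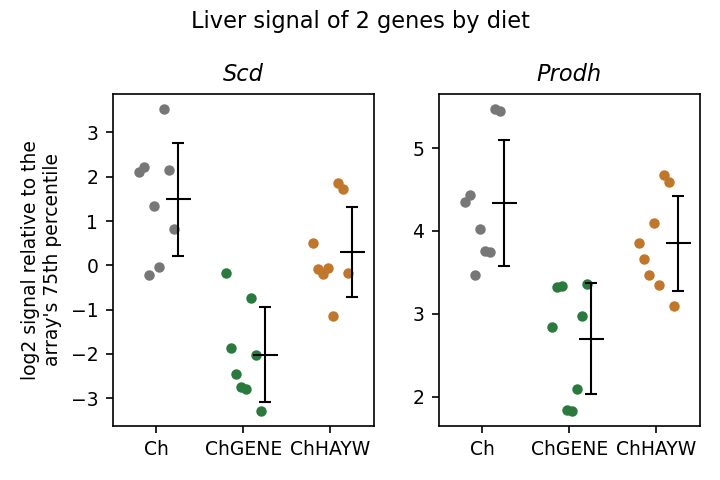
Level of Scd and Prodh in the liver of each rat by diet, as log2 signal relative to the array's 75th percentile. Points are rats (n = 8 per diet) and the bars beside them are the mean and SD; for Prodh the 8 ChGENE rats lie below all 8 Ch rats.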

Statistically significant changes in the expression of all examined DEGs were detected using the Real-time qPCR technique, which corresponded with the results obtained from microarray analyses and were downregulated in ChGENE compared to Ch. *PCSK9* was also downregulated in ChHAYW compared to Ch (Figure 4).

### 3.3. GO and Pathway Analysis

DEGs were uploaded to DAVID to identify GO and pathways. 

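Of 28 genes of cell adhesion, a list of cadherins, protocadherins and their partners that was drawn up with Supplementary File S1 in hand, 4 rose and 2 fell in ChGENE against Ch (4 and 2 adjusted over the list alone). All 6 stand in that file, so the count is not independent evidence of a direction. Cntnap1, a contactin-associated protein, rose by a log2 fold change of 2.06 (standard error 0.400, n = 8 rats per group, adjusted p = 0.0448 from limma), above background in 7 ChGENE rats and 1 Ch rat. Lamb3, a laminin chain of basement membranes, rose by 1.31 (standard error 0.221, adjusted p = 0.0340), above background in 8 and 6 rats. Cdh24, a classical cadherin, fell by 1.31 (standard error 0.249, adjusted p = 0.0448), and Pard3, a cell polarity protein, fell by 0.60 (adjusted p = 0.0494). Epha4 and Pcdh7 also rose. The median of the list was 0.07, and camera placed it above other genes (adjusted p = 0.00697, but adjusted p = 0.455 with an estimated correlation). Fry did not call the list (adjusted p = 0.293). Its median lay inside the central 95% of random lists of like mean signal (−0.15 to 0.12). The calls of Cdh24 and Cntnap1 ended in 11 and that of Lamb3 in 10 of the 16 fits that leave out 1 rat, among them those without Ch 2, Ch 7, Ch 8, ChGENE 3 and ChGENE 4, with log2 fold changes of −1.40 to −1.16, 1.82 to 2.33 and 1.21 to 1.41. With normexp background correction Cntnap1 had 0.19 and Lamb3 0.35, neither of which passed, and spike-in scaling ended the calls of Lamb3 and Cdh24, with 1.73 and −0.89.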

GO analysis for the ChGENE-Ch comparison showed that DEGs were significantly enriched in biological processes (BP), including brown fat cell differentiation, plasma membrane long-chain fatty acid transport, and cell adhesion. For molecular function (MF), the DEGs were enriched in calcium ion binding and long-chain fatty acid transporter activity. 

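Of 17 genes of fatty acid uptake and transport, 1 fell in ChGENE against Ch and 0 rose (5 lower and 2 higher adjusted over the list alone). The gene that fell is Slc27a5, the bile acid and very-long-chain acyl-CoA synthetase of hepatocytes. Fabp2, an intestinal fatty acid binding protein, had a log2 fold change of 1.57 (standard error 0.467, n = 8 rats per group, adjusted p = 0.0608 from limma). Acsl1 and Acsl4, which activate long-chain fatty acids, had −0.59 and −0.76, both at an adjusted p of 0.0608. The list had a median of −0.09 and a mean of −0.05, while camera placed it slightly above other genes (adjusted p = 0.765) and fry called it lower (adjusted p = 0.00509), so that the sign of camera and that of the median differ. Cd36, a fatty acid transporter, had −0.89 in ChHAYW against Ch (standard error 0.268, adjusted p = 0.110), and the list had a median of −0.18 (adjusted p = 0.813 from camera but 0.0106 from fry, with 5 lower and 0 higher adjusted over the list alone, and random lists of like mean signal at −0.33 to −0.00310).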

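Igfbp2, which binds insulin-like growth factors in blood, fell in ChGENE against Ch by 1.90 on the log2 scale (standard error 0.334, n = 8 rats per group, adjusted p = 0.0391 from limma), and a second probe, with −1.84, also passed (adjusted p = 0.0448). Loxl4, which crosslinks collagen, rose by 1.55 (standard error 0.320, adjusted p = 0.0487), above background in 8 ChGENE rats and 7 Ch rats, while its second probe did not pass (adjusted p = 0.308). Ltbp4, a matrix protein that binds latent TGF-β, rose by 0.91 (standard error 0.158, adjusted p = 0.0364). Of the endoplasmic reticulum membrane, Ugt1a6, which conjugates phenols, fell by 0.88 (standard error 0.172, adjusted p = 0.0448), with −0.81 at a second probe that did not pass. Of 25 genes of fibrosis and extracellular matrix, at the brightest probe of each gene, 3 rose and 0 fell (8 higher and 2 lower adjusted over the list alone). Fstl1 is a member counted at a probe that did not pass (0.52, adjusted p = 0.229 from limma), while its other probe passed (1.12, adjusted p = 0.0210). Those that rose, Ltbp4, Lamb3 and Loxl4, stand in Supplementary File S1, so this count is not independent evidence of a direction. Loxl2 had 0.89 and Mmp2, a gelatinase, had 0.58, while Col1a1, a chain of type I collagen, had −0.47 and Ccn2, a TGF-β target, had −0.65, none of which passed over all probes. The list had a median of 0.52 (camera, adjusted p = 7.95e-09, but adjusted p = 0.338 with an estimated correlation), and fry called it higher (adjusted p = 0.0182). Markers of other cells of the liver moved the same way, with medians of 0.63 for Kupffer cells, 0.32 for sinusoidal endothelium and 0.34 for T and NK cells (camera, adjusted p = 0.000245, 0.0231 and 0.00937, but 0.525 for each with an estimated correlation), and 0.11 for stellate cells (adjusted p = 0.199). Leaving out 1 rat ended the calls of Igfbp2, Ltbp4, Loxl4 and Ugt1a6 in 11, 10, 13 and 12 of the 16 fits, and each stood without Ch 3, Ch 5 or ChGENE 2, with log2 fold changes of −2.08 to −1.75, 0.82 to 1.00, 1.40 to 1.70 and −0.96 to −0.79. Spike-in scaling ended all 4 calls, with log2 fold changes of −1.48, 1.33, 1.96 and −0.46, so that the rises were larger and the falls smaller, and quantile and loess values ended those of Loxl4 (1.53 and 1.5) and Ugt1a6 (−0.52 and −0.61).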

Concurrently, the cell component (CC) analysis has also shown that the DEGs were significantly enriched in the cytoplasm, extracellular region, and endoplasmic reticulum membrane (Figure 5).

In the context of our study, a subsequent analysis involving Reactome pathway enrichment was conducted for the ChGENE-Ch comparison. 

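Genes of cholesterol synthesis had a median log2 fold change of −0.21 in ChGENE against Ch, where the median of all probes was −0.16. Camera sets a list against other genes, while fry tests it against no change. Camera did not call the list (adjusted p = 0.365, or adjusted p = 0.597 with an estimated correlation), while fry called it lower (adjusted p = 0.00644) and its median lay outside the central 95% of random lists of like mean signal (−0.14 to 0.11). Of 20 genes of the pathway, at the brightest probe of each gene, 0 rose and 1 fell over all probes (1 higher and 3 lower adjusted over the list alone), and 6 had positive log2 fold changes. Idi1, an isomerase of the early pathway, had −0.46 (standard error 0.143, n = 8 rats per group, adjusted p = 0.0608 from limma), whereas Sqle, the squalene epoxidase, had 0.90 (standard error 0.303, adjusted p = 0.0722, above background in 8 ChGENE rats and 7 Ch rats), and neither passed over all probes. Of 16 sterol-responsive genes outside the pathway, 0 rose and 1 fell (1 higher and 1 lower adjusted over the list alone). Insig1, which holds SREBP precursors in the endoplasmic reticulum, had −1.01 (standard error 0.419, adjusted p = 0.132), and Elovl5, a fatty acid elongase, had 1.06 (adjusted p = 0.0608). Of 22 genes of cholesterol efflux, esterification and LXR targets, 0 passed at the brightest probe of each gene, over all probes or adjusted over the list alone. A probe of Abcg3 and a probe of Abcg3l4 did pass over all probes (0.61 and 0.69), while their other probes did not (0.21 and 0.24). Abca1, the cholesterol exporter that LXR induces, had −0.14 (adjusted p = 0.632) but 0.28 with spike-in scaling, and Abcg1 had −0.53 (adjusted p = 0.401). The sterol-responsive list had a median of −0.32 (adjusted p = 0.452 from camera and 0.00509 from fry, random lists −0.23 to 0.09) and the LXR list one of 0.06 (adjusted p = 0.161 and 0.683, random lists −0.20 to 0.05). In ChHAYW against Ch, the 3 lists had medians of −0.18, −0.28 and 0.02 (adjusted p = 0.292, 0.298 and 0.294 from camera and 0.0143, 0.0106 and 0.902 from fry).

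**Figure D2:**
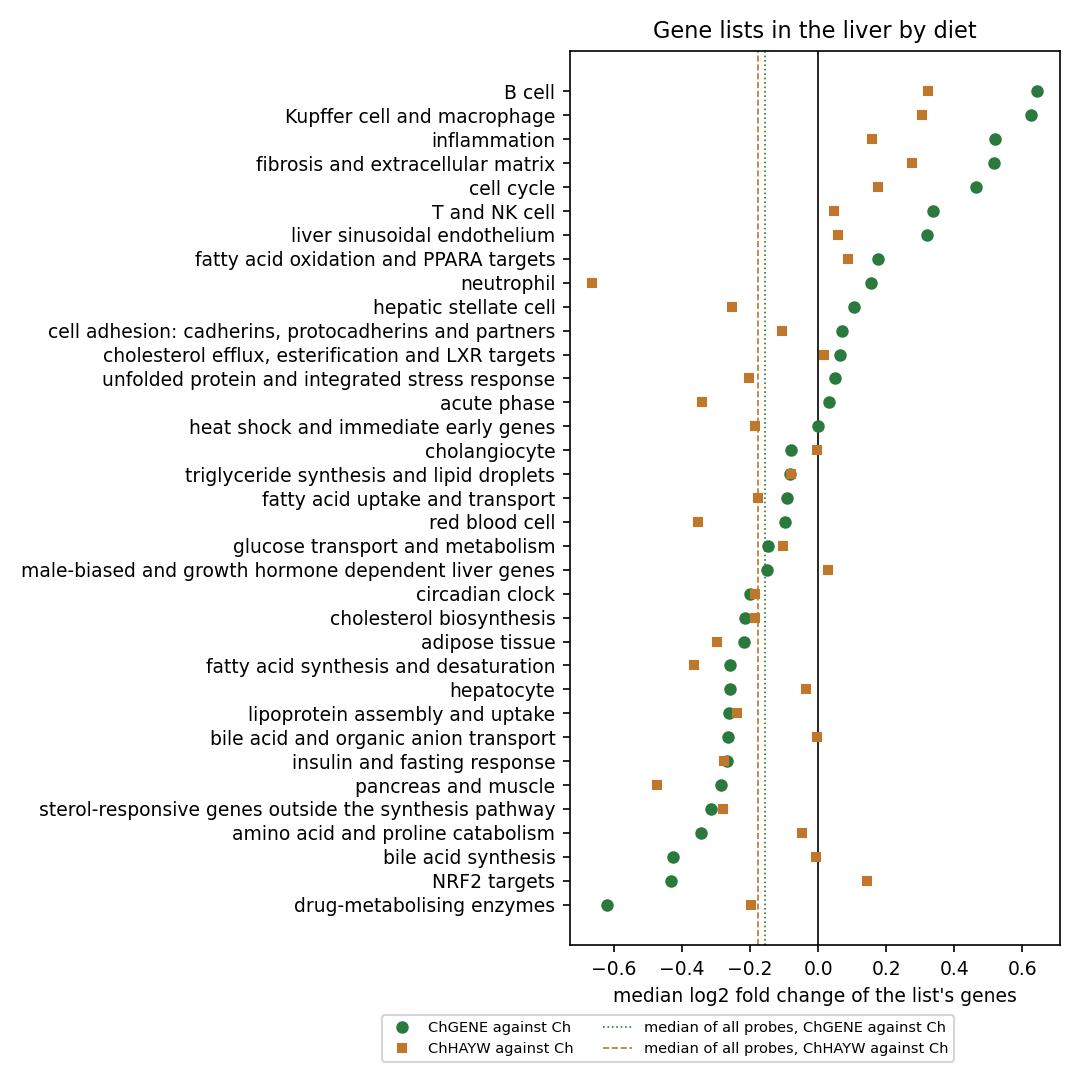
Median log2 fold change of the genes of each of 35 lists in ChGENE against Ch (circles) and in ChHAYW against Ch (squares), from 8 rats per diet. The vertical lines mark the median of all probes in each comparison, −0.16 and −0.18, to which dim probes contribute, and the cholesterol synthesis list lies at −0.21 and −0.18.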

The analysis highlighted the top four enriched pathways: Activation of gene expression by SREBF; Regulation of cholesterol biosynthesis by SREBF; Metabolism of steroids; and NR1H2 and NR1H3 regulating gene expression linked to lipogenesis. This enrichment was primarily driven by specific enzymes and transport proteins engaged in lipid metabolism, including *SCD1*, *DHCR24*, *HMGCR*, and *SLC27A5* (Figure 6).

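Slc27a5, the bile acyl-CoA synthetase that also takes part in fatty acid uptake, had a level of 7.22 ± 0.278 (SD, n = 8) in ChGENE and 8.17 ± 0.419 (SD, n = 8) in Ch. It fell by 0.95 on the log2 scale (standard error 0.182, adjusted p = 0.0448 from limma), and its probe lies on chromosome 1 of rn4 from 72935145 to 72935204. Of 13 genes of bile acid synthesis, Slc27a5 fell and 0 rose (3 lower and 1 higher adjusted over the list alone). Cyp8b1, a sterol hydroxylase, had a log2 fold change of 2.11 (standard error 0.499, adjusted p = 0.0608), and Cyp7a1, the rate-limiting enzyme of bile acid synthesis, had −1.73 (standard error 0.630, adjusted p = 0.0890). The list had a median of −0.43 (adjusted p = 0.415 from camera but 0.00644 from fry), outside the central 95% of random lists of like mean signal (−0.30 to 0.04). The call of Slc27a5 stood only without Ch 3, Ch 5 or ChGENE 2 among the 16 fits that leave out 1 rat (log2 fold changes of −1.03 to −0.86), and it ended with quantile, spike-in and loess values (−0.58, −0.53 and −0.66).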

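Of 23 genes of lipoprotein assembly and uptake, limma called 0 in ChHAYW against Ch over all probes. Apoe, a ligand of lipoprotein receptors, had a log2 fold change of −0.57 (standard error 0.178, n = 8 rats per group, adjusted p = 0.110), and Lrp8, a receptor for apolipoprotein E, had −0.32. The probe of Vldlr, the VLDL receptor, was above background in 0 of the 16 rats, so no fold is given. The list had a median of −0.24 (adjusted p = 0.558 from camera and 0.0691 from fry), where the central 95% of random lists of like mean signal is −0.32 to −0.07.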

For the ChHAYW-Ch comparison, the pathway analysis highlighted the top four pathways: VLDLR internalization and degradation; LDL clearance; Plasma lipoprotein clearance; and Plasma lipoprotein assembly, remodeling, and clearance, enriched by a gene common between ChGENE and ChHAYW, namely *PCSK9* (Figure 7).

### 3.4. Identification of Hub Genes Based on Literature Analysis

Using the Agilent Literature Search software (version 3.1.1) as a Cytoscape plugin, we have uncovered connections and interactions within the network. 

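Apolipoprotein E, its receptor Vldlr, Eqtn and Sirt6 were measured on the arrays, and none of these 4 genes passed the test in ChGENE against Ch. Apoe had a log2 fold change of −0.49 (standard error 0.165, n = 8 rats per group, adjusted p = 0.0706 from limma). Sirt6, a deacetylase of histones, had 0.24 (standard error 0.126, adjusted p = 0.227). Vldlr was above background in 2 ChGENE rats and 0 Ch rats (adjusted p = 0.210), and Eqtn, the gene of equatorin (AFAF), a sperm acrosome protein, in 0 ChGENE rats and 1 Ch rat (adjusted p = 0.507), so no fold is given for either. Of 23 lipoprotein genes, limma called 0 over all probes, and 5 were lower and 0 higher adjusted over the list alone. The list had a median of −0.26, and the adjusted p was 0.452 from camera and 0.0156 from fry, where the central 95% of random lists of like mean signal is −0.38 to −0.09.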

Our findings reveal that *PCSK9* is downregulated in ChGENE-Ch/ChHAYW-Ch comparisons and, according to Agilent Literature Search network analysis, is connected to *APOE*, *LDLR*, *VLDLR*, *AFAF*, and *SIRT6*. Furthermore, we have observed interactions among two DEGs from our study, downregulated *FGF9* and upregulated *EPHA4*, with the *MAPK3* gene, which plays a role in lipid metabolism. 

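Mapk3, the kinase ERK1, had a level of 6.77 ± 0.299 (SD, n = 8) in ChGENE and 6.99 ± 0.317 (SD, n = 8) in Ch. The log2 fold change was −0.22 (standard error 0.164, adjusted p = 0.408 from limma), and it turned to 0.10, 0.20 and 0.04 with quantile, spike-in and loess values. The probe of Mapk3 lies on chromosome 1 of rn4 from 185941185 to 185941244.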

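Fstl1, a secreted follistatin-like glycoprotein, was higher in ChGENE than in Ch by a log2 fold change of 1.12 (standard error 0.175, n = 8 rats per group, adjusted p = 0.0210 from limma). It was above background in 8 ChGENE rats and 1 Ch rat, and its probe lies on chromosome 11 of rn4 from 64681805 to 64681834. A second probe of Fstl1 had 0.52 and did not pass (adjusted p = 0.229). Akt1, a kinase of insulin signaling, had 0.23 (standard error 0.403, adjusted p = 0.75), which turned to −0.09 with arrayWeights and to −0.02 without Ch 4. The call of Fstl1 ended without Ch 2, Ch 7, Ch 8, ChGENE 3, ChGENE 4 or ChGENE 6 (log2 fold changes of 1.05 to 1.22 over the 16 fits) and with spike-in scaling (1.54), and normexp background correction turned the log2 fold change to −0.09.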

Upregulated *FSTL1* and the previously mentioned *EPHA4* may interact with *AKT1*, suggesting regulatory relationships or functional links between these genes in cholesterol metabolism (Figure 8).

### 3.5. Prediction of miRNA and Transcription Factors

Our study utilized the miRNet online platform to identify micro RNAs (miRNAs) and transcription factors (TFs) capable of regulating genes pivotal in cholesterol metabolism. This research used a human, rather than a rat, database to conduct the miRNA examination due to limitations within the software, which does not support a transcription factor database for rat samples. As a result, human data were selected as the most viable alternative to accurately investigate the miRNA pathways and interactions under study. We uncovered several miRNAs interacting with identified key genes, including miRNA-1-3p, miRNA-29a-3p, miRNA-29b-3p, miRNA-29c-3p, miRNA-31-3p, miRNA-34a-5p, miRNA-92a-3p, miRNA-124-3p, miRNA-155-5p, and miRNA-192-5p, all of which interacted with *PCSK9*, *SCD1*, and *DHCR24*. Furthermore, we identified TFs exerting regulatory control over these genes. Sterol regulatory element binding transcription factor 2 (SREBF2) was found to regulate both *PCSK9* and *HMGCR*. Additionally, sterol regulatory element binding transcription factor 1 (SREFB1) and hepatocyte nuclear factor 4 alpha (HNF4A) interacted with *PCSK9*, while transcription factor Sp1 regulates *DHCR24* and retinoic acid receptor alpha (*RARA*) interacts with *SCD1* (Figure 9).

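Srebf2, the transcription factor that drives cholesterol synthesis genes, had a log2 fold change of −0.38 in ChGENE against Ch (standard error 0.134, n = 8 rats per group, adjusted p = 0.0804 from limma). It did not pass the test, and with spike-in scaling its sign turned, to 0.04. Among the genes that it is known to induce, Hmgcs1, an early enzyme of the pathway, had −0.03 (adjusted p = 0.932).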

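Srebf1, which drives fatty acid synthesis genes, had a log2 fold change of −0.82 in ChGENE against Ch (standard error 0.267, n = 8 rats per group, adjusted p = 0.0646 from limma). Hnf4a, a master regulator of hepatocyte genes, had 0.00154 (standard error 0.120, adjusted p = 0.995), with −0.10, −0.04, −0.04 and −0.03 under normexp, quantile, median and loess values and −0.00334 with arrayWeights. Sp1, a general transcription factor, had −0.05 (adjusted p = 0.812), with 0.37 under spike-in scaling, and Rara, a retinoic acid receptor, had −0.28 (adjusted p = 0.245), with 0.14 under spike-in scaling. None of the 4 genes passed the test.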

## 4. Discussion

Our investigation was conducted as a part of a study by Leontowicz et al. (2016) [17]. In earlier steps, the bioactivity and nutritional properties of kiwifruits were examined [16]. Then, an in vivo experiment was performed, and blood and tissue samples were used to analyze the impact of kiwifruit supplementation on lipid metabolism and other metabolic indices in rats with induced hypercholesterolemia [17]. Blood was collected to determine cholesterol and other blood biomarkers, which showed statistically significant changes in lipid profile and atherogenic indices. Sections of the liver and aorta were examined. Cholesterol affects liver mass and lipid distribution. Some kiwifruit-fed groups had lower rates of hepatic steatosis and fewer aortic lesions, including ChGENE and ChHAYW, which were selected for gene expression analysis. In addition, analyses of hematological parameters, coagulation indices, markers of inflammation, total antioxidant capacity, liver enzymes, as well as amylase, lipase, glucose, and albumin were also performed and the results are described and discussed in Leontowicz et al. (2016) [17].

### 4.1. The Effect of ChGENE/ChHAYW Common Genes in Hypercholesterolemia

In this study, we analyzed gene expression in the livers of rats subjected to an atherogenic diet (1% cholesterol). The rats were supplemented with either 5% freeze-dried *Actinidia arguta* (cultivar Geneva) kiwifruit or 5% freeze-dried *Actinidia deliciosa* (cultivar Hayward) kiwifruit (Figure 1). 

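Compared directly, ChGENE and ChHAYW differed at 2 probes, 1 higher and 1 lower in ChGENE. Cgref1, a secreted calcium-binding growth regulator, had a log2 fold change of 2.39 in ChGENE against ChHAYW (standard error 0.309, n = 8 rats per group, adjusted p = 0.0186 from limma). Lamb3, Tsc22d1 and Fabp2 had 1.35, 1.56 and 1.64 and did not pass, each with an adjusted p of 0.0596. Scd had −2.32 (standard error 0.482, adjusted p = 0.124). Without ChGENE 1 to ChGENE 8 in order the number of called probes was 33, 5, 3, 2, 5, 0, 3 and 1, and without ChHAYW 1 to ChHAYW 8 it was 0, 0, 8, 4, 3, 0, 0 and 4. The call of Cgref1 ended without ChGENE 6, ChHAYW 1, ChHAYW 2, ChHAYW 6 or ChHAYW 7 (2.28 to 2.59 over the 16 fits), and it also ended with spike-in scaling (2.18) and with all 24 arrays in 1 fit.

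**Figure D3:**
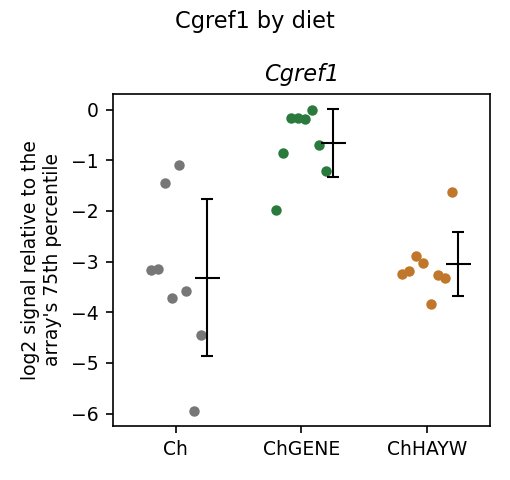
Level of Cgref1 in the liver of each rat by diet, as log2 signal relative to the array's 75th percentile. Points are rats (n = 8 per diet) and the bars beside them are the mean and SD; the ChHAYW rats lie within the range of the Ch rats.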

Our gene expression analysis between the kiwifruit groups, ChGENE and ChHAYW, revealed only two common DEGs: downregulated *PCSK9* and upregulated *CGREF1*. Interestingly, in the case of Geneva kiwifruits, we observed significant expression differences in 72 genes (Figure 2, Figure 3 and Figure 4; Supplementary File S1).

Among the common genes for ChGENE and ChHAYW kiwifruit cultivars, *PCSK9* has been identified. *PCSK9* plays a pivotal role in lipid metabolism and hepatic function, with significant implications for NAFLD. The first fact to note about *PCSK9* is its role in modulating the amount of LDL receptors on the liver cell surface. The study proves that *PCSK9* enhances the degradation of LDL receptor proteins in the liver. Knocking down *PCSK9* in mice reduces plasma cholesterol by increasing hepatic LDL receptors and the rate of LDL cholesterol leaving circulation [22]. Our study revealed that freeze-dried Geneva and Hayward kiwifruit cultivars could downregulate *PCSK9* gene expression and possibly have the ability to reduce cholesterol plasma levels, inhibiting lipid accumulation in the liver. We showed that *PCSK9* is involved in several pathways, including VLDLR internalization and degradation, LDL clearance, plasma lipoprotein assembly, remodeling, and clearance, as well as post-translational protein phosphorylation (Figure 6 and Figure 7). Furthermore, *PCSK9* is linked with various genes, such as *APOE* (indirectly, by promoting degradation of LDLR [23]), *LDLR* (internalization and degradation [24]), *VLDLR* (degradation [24]), and *SIRT6* (suppression of *PCSK9* expression [25]). However, our study did not identify their changed expression (Figure 8). These findings align with the results of Poirier et al., who also demonstrated *PCSK9* efficacy in degrading not only LDLR but also closely related family members VLDLR and APOER2. These receptors are pivotal in lipid metabolism and neuronal development, especially familial hypercholesterolemia. This underscores the multifaceted nature of *PCSK9* involvement in critical biological processes related to liver steatosis [26]. In medium-chain fatty acid (MCFA)-fed pigs, increased *PCSK9* activity likely decreases cholesterol uptake into muscle cells, resulting in higher circulating cholesterol levels [27].

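Cgref1 encodes a secreted cell growth regulator with EF-hand domains. Its level was −0.66 ± 0.680 (SD, n = 8) in ChGENE, −3.05 ± 0.637 (SD, n = 8) in ChHAYW and −3.32 ± 1.55 (SD, n = 8) in Ch. It rose in ChGENE against Ch by a log2 fold change of 2.66 (standard error 0.548, adjusted p = 0.0481 from limma). In ChHAYW against Ch the log2 fold change was 0.27 (standard error 0.545, adjusted p = 0.768), which did not pass and turned to −0.36 with normexp background correction. The probe, on chromosome 6 of rn4 from 25425788 to 25426018, was above background in 8 ChGENE rats and 5 Ch rats. The call in ChGENE stood only without Ch 3, Ch 5 or ChGENE 2 among the 16 fits that leave out 1 rat (2.28 to 2.98), and it ended with quantile, spike-in and loess values (2.74, 3.08 and 2.62) and with the methods' t-test.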

The second DEG common to the supplementation of Geneva and Hayward kiwifruit varieties was *CGREF1*, which was upregulated in both treatments. While *CGREF1* is not explicitly identified as a critical player in lipid metabolism, its protective roles in cell proliferation and growth suggest it could help mitigate some harmful effects of lipid accumulation in the liver [28]. Moreover, some reports indicate that *CGREF1* can prevent excessive apoptosis [28], which could be critical in liver tissue repair and regeneration processes. By promoting cell growth and inhibiting unnecessary cell death, *CGREF1* helps maintain liver tissue integrity after cholesterol-induced damage and encourages regeneration, preventing liver fibrosis or damage progression. Some miRNAs were predicted as possibly impacting *CGREF1* activity (Figure 9). MiR-212-3p and miR-155-5p may suppress the protective effects of *CGREF1*, leading to the deterioration of liver diseases like NAFLD, where maintaining hepatocyte integrity is crucial for preventing disease progression. On the contrary, miR-29c-3p may support *CGREF1* activity, contributing to improved liver regeneration and reduced fibrosis or inflammation, thus potentially protecting against lipid accumulation and liver damage. The balance of these miRNAs in liver cells could critically determine whether *CGREF1* can exert its protective effects on the liver. Although *CGREF1* is not a factor considered crucial for processes involving lipid and cholesterol metabolism, its identification as one of two genes with altered expression common to the Geneva and Hayward kiwifruit varieties suggests that the activity of this gene may be key to reducing hepatic steatosis in response to the use of freeze-dried kiwifruit containing antioxidants, fiber, and vitamins as supplements in a high-cholesterol diet.

### 4.2. The Effect of Geneva Kiwifruit Supplementation

Leontowicz et al. (2016) indicated that reducing hepatic steatosis was most apparent when a 1% cholesterol diet was supplemented with the Geneva kiwifruit, even when compared to the supplementation of the Hayward kiwifruit cultivar [17]. Thus, the significant reduction of lipid accumulation in the liver in animals in the ChGENE group does not depend on the activity of the previously mentioned genes *PCSK9* and *CGREF1*. In addition, 70 DEGs were identified for the ChGENE-Ch comparison, several of which were identified as hub genes (Figure 8).

#### 4.2.1. Reduced Biosynthesis of Cholesterol

A study by Leontowicz et al. (2016) showed statistically lower blood serum LDL concentrations in ChGENE and ChHAYW rats compared to the Ch group and significantly lower hepatic steatosis for both groups, with liver tissue from the ChGENE group closely resembling that of the negative control group (normal liver without cholesterol loading) [17]. Two of the identified genes with downregulated expression in the liver of ChGENE relative to a Ch control diet containing 1% cholesterol were *HMGCR* and *DHCR24*. 

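Fdft1 and Msmo1, enzymes of cholesterol synthesis, did not pass in ChGENE against Ch. Fdft1, the squalene synthase, had a log2 fold change of −0.36 (standard error 0.109, n = 8 rats per group, adjusted p = 0.0608 from limma), with 0.06 under spike-in scaling, and Msmo1, a sterol monooxygenase, had −0.37 (standard error 0.131, adjusted p = 0.0824).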

*HMGCR* is the rate-limiting enzyme in cholesterol synthesis and is pivotal in maintaining cholesterol balance. An increase in *HMGCR* expression leads to heightened cholesterol synthesis, whereas its inhibition decreases cholesterol production in the liver. Inhibition of the activity of this gene, and thus of cholesterol synthesis, has found application in the treatment of hypercholesterolemia. Lovastatin, a hypolipidemic drug, can curl downstream cholesterol synthesis by inhibiting *HMGCR* [29]. In a study involving pigs, a specific *HMGCR* polymorphism (HMGCR:c.807A.C) was identified as having an association with serum LDL-bound cholesterol levels and exhibiting a negative correlation with serum HDL levels [30]. In rats with hyperlipidemia induced by a high-fat diet, there is a significant increase in the expression of the HMGCR protein; however, following treatment with atorvastatin ester, the expression of the HMGCR protein decreases significantly [31]. Our study confirms that the *HMGCR* gene, downregulated in the ChGENE group, may change its expression when exposed to kiwifruit supplementation and thus possibly help reduce cholesterol levels, contributing to lower liver fat accumulation.

The second gene that may partner with *HMGCR* in reducing liver exposure to steatosis resulting from a high cholesterol supply is *DHCR24*. It plays a pivotal role in regulating cholesterol homeostasis by controlling cholesterol synthesis. The deficiency of *DHCR24* activity leads to reduced cholesterol levels in both the plasma membrane and intracellular compartments. Knockdown of *DHCR24* results in the inhibition of cholesterol synthesis and a decrease in the plasma membrane cholesterol content [32]. Zhou et al. (2023) reported a novel strategy to activate liver X receptors (*LXR*) via pharmacological *DHCR24* inhibition by SH42 to prevent diet-induced hepatic steatosis and liver inflammation for the treatment of NAFLD [2]. However, Jin, Yang et al. (2024) indicate reduced expression of both genes mentioned above when a high-cholesterol diet is consumed by zebrafish accompanied by hepatic steatosis. The authors point to a reduction in de novo cholesterol synthesis in the face of reduced expression of these genes caused by cholesterol accumulation in the blood [33]. In our study, the expression of *HMGCR* and *DHCR24* was significantly lower when a freeze-dried Geneva cultivar was used, with concomitant low serum cholesterol levels [16], unlike in zebrafish, where plasma cholesterol levels were high. Our findings suggest that kiwifruit supplementation may induce a mechanism to lower the expression of these genes and cholesterol biosynthesis despite low serum cholesterol levels. This potential effect of kiwifruit on gene expression could have significant implications for treating metabolic diseases, providing a promising avenue for future research and possible therapeutic interventions.

#### 4.2.2. Lipid Transport

Solute carrier family 27 member 5 (*SLC27A5*) plays a pivotal role in lipid metabolism, acting as a key fatty acid transporter. Its primary function is facilitating the uptake of long-chain fatty acids into cells, particularly in the liver. This process is crucial for maintaining lipid homeostasis and providing substrates for lipid metabolism [34]. *SLC27A5* serves as a critical regulator of lipid metabolism, orchestrating this process through interactions with various enzymes and transcription factors. The declined activation of this gene in our study aligns with prior research. For instance, a decrease in the expression of *SLC27A5* has been linked to the inhibition of lipid synthesis [35]. Furthermore, knockdown of *SLC27A5* in HEPG2 cells resulted in decreased lipid synthesis and tyrosine metabolism, leading to activation of the cell cycle and increased cell proliferation [36]. *SLC27A5*, also known as *FATP5*, is associated with progression and hepatic fat loss in NAFLD patients, in whom a reduction in hepatic *FATP5* expression is inversely correlated with histological markers of progression. Furthermore, *FATP5* regulates fatty acid intake and transport within the liver. In advanced NASH patients, diminished hepatic *FATP5* expression might contribute to the observed hepatic fat loss, positioning *FATP5* as one of the genes involved in regulating proteins related to fatty acid metabolism [37]. In addition, the targeted deletion of *FATP5* in mice led to a notable decrease in serum cholesterol levels, suggesting that this change may indirectly affect cholesterol metabolism [34]. Thus, the reduced serum cholesterol levels described by Leontowicz et al. (2016) [17] may be the result, at least in part, of identified in our study the reduced activity of this gene in the ChGENE group.

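Abcg3, a transporter of the ABCG family, and its near copy Abcg3l4 were higher in ChGENE than in Ch. Abcg3 had a log2 fold change of 0.61 (standard error 0.119, n = 8 rats per group, adjusted p = 0.0448 from limma), with all 8 ChGENE rats above the Ch rats. Abcg3l4 had 0.69 (standard error 0.141, adjusted p = 0.0481), with 6 of the 8 ChGENE rats above the range of the Ch rats. The Abcg3 probe lies on chromosome 14 of rn4 from 5929610 to 5929669. A second probe of each gene did not pass, with 0.21 (adjusted p = 0.576) for Abcg3 and 0.24 (adjusted p = 0.333) for Abcg3l4, and probes of such close paralogs can bind transcripts of both. Abcg3l4 had 0.64 in ChHAYW against Ch (adjusted p = 0.110). Both calls stood only without Ch 3, Ch 4, Ch 5 or ChGENE 2 among the 16 fits that leave out 1 rat (0.54 to 0.64 for Abcg3 and 0.64 to 0.76 for Abcg3l4). They ended with normexp values, where Abcg3 had 0.37 and Abcg3l4 0.26, and with spike-in values, where the rises were larger, at 1.03 and 1.11. That of Abcg3l4 also ended with quantile and loess values (0.64 and 0.64).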

Among DEGs, two upregulated genes are of particular interest in light of decreased steatosis of rats consuming an atherogenic diet supplemented with freeze-dried Geneva cultivar [17], namely ATP-binding cassette, sub-family G, member 3 (*ABCG3*) and ATP-binding cassette, subfamily G (WHITE), member 3-like 4 (*ABCG3L4*). The *ABCG3* gene is a member of the ATP-binding cassette (ABC) transporter family, which is known for using hydrolysis to provide the energy needed to translocate substrates across cellular membranes [38]. Most cell types in the body have a very limited ability to catabolize cholesterol, making cholesterol efflux essential for cholesterol homeostasis. One of the mechanisms involved in cholesterol efflux is ABC transporter activity, particularly *ABCA1* and *ABCG1*. *ABCA1* is critical for cholesterol and phospholipid efflux into apolipoprotein A-I and HDL biogenesis. It was proven by Moradi et al. (2021), who observed that upregulation of this gene in hamsters fed with a high-fat diet supplemented with kiwifruit improves cholesterol efflux from the liver [39]. *ABCG1* promotes cholesterol efflux mainly to HDL particles [40]. *ABCG3* is only found in rodents, and its function is poorly understood [41]. According to our results and its upregulation in liver tissue of the ChGENE group, it likely facilitates the transport of lipids, such as cholesterol, out of cells. This process helps maintain lipid balance and prevents intracellular lipid accumulation, as reflected by the lack of hepatic steatosis in rats representing this group [17]. Although less studied, *ABCG3L4* seems to function similarly to *ABCG3*, given that it belongs to the same family of ABC transporters and due to its functional annotations. It likely plays a role in lipid efflux, particularly cholesterol and other fatty molecules, to maintain a healthy liver. By removing excess lipids, *ABCG3* and *ABCG3L4* help prevent lipid overload in cells, reducing the risk of lipid-related pathologies such as fatty liver or atherosclerosis. Upregulation of these genes likely enhances lipid transport and efflux activities, promoting the reduction of intracellular lipid levels and contributing to cellular lipid homeostasis.

#### 4.2.3. Anti-Inflammatory and Regenerative Effects

The role of other DEGs, such as programmed death-ligand 1 gene (*CD274*; *PD-L1*), ephrin type-A receptor 4 (*EPHA4)*, and Protocadherin 7 (*PCDH7*), in modulating inflammatory and regenerative processes is crucial for understanding the molecular mechanisms that support liver health, particularly in atherogenic diets that induce liver damage and systemic inflammation [42]. Recent studies by Leontowicz et al. (2016) highlight the potential of dietary interventions, such as the supplementation of freeze-dried kiwifruit, to mitigate these harmful effects [17]. *CD274* plays a pivotal role in regulating immune responses. Its primary function is to inhibit T-cell activity by binding to the PD-1 receptor and suppressing inflammatory pathways. 

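Cd274 encodes PD-L1, a ligand that restrains T cells. Its probe was above background in 6 of the 8 ChGENE rats and 0 of the 8 Ch rats, and it was at least 2.05-fold higher in ChGENE (adjusted p = 0.0210 from limma), with all 8 ChGENE rats above the Ch rats. It lies on chromosome 1 of rn4 from 233061619 to 233061678. In ChHAYW the probe was above background in 4 rats (adjusted p = 0.110 against Ch). Of 25 genes of inflammation, Cd274 rose and 0 fell (2 higher and 0 lower adjusted over the list alone), and Cd274 stands in Supplementary File S1. Ccl4, a chemokine, had a log2 fold change of 1.39 (standard error 0.412, adjusted p = 0.0608), above background in 8 ChGENE rats and 6 Ch rats. Tnf had 1.62 (standard error 0.729, adjusted p = 0.164) and Cxcl10 had 1.44 (adjusted p = 0.173). Across these genes the median was 0.52 (camera, adjusted p = 7.45e-06, but adjusted p = 0.525 with an estimated correlation). Markers of Kupffer cells moved with it, 12 genes with a median of 0.63, of which limma called 0 over all probes or adjusted over the list alone (camera, adjusted p = 0.000245, but adjusted p = 0.525 with an estimated correlation). The call of Cd274 ended without Ch 2, Ch 7, Ch 8, ChGENE 3 or ChGENE 4, and with normexp background correction its log2 fold change turned to −0.20.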

In an atherogenic diet, upregulation of *CD274* in rats supplemented with freeze-dried Geneva kiwifruit may suggest an enhanced ability to modulate immune responses. By reducing excessive immune activation, *CD274* may help limit liver inflammation, preventing immune-mediated tissue damage. This anti-inflammatory effect is crucial in preserving liver function and mitigating the progression of diet-induced liver steatosis. The freeze-dried kiwifruit’s polyphenolic content, known for its antioxidant and anti-inflammatory properties, may drive this upregulation [16,17].

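Epha4 encodes a receptor tyrosine kinase for ephrins. It rose in ChGENE against Ch by a log2 fold change of 1.43 (standard error 0.247, n = 8 rats per group, adjusted p = 0.0364 from limma), and it was above background in all 8 ChGENE rats and 2 Ch rats. The probe lies on chromosome 9 of rn4 from 76678020 to 76678079. A second probe of Epha4, above background in 5 ChGENE rats and 0 Ch rats, had an adjusted p of 0.0676. In ChHAYW against Ch the log2 fold change of Epha4 was 0.05 (adjusted p = 0.925), above background in 4 ChHAYW rats, and in ChGENE against ChHAYW it was 1.38 (adjusted p = 0.129). The call ended in 9 of the 16 fits that leave out 1 rat, those without Ch 2, Ch 6, Ch 7, Ch 8, ChGENE 3, ChGENE 4, ChGENE 5, ChGENE 6 or ChGENE 7 (1.32 to 1.57). It also ended with spike-in scaling, where the log2 fold change was 1.85, and with normexp background correction, where it was 0.07.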

Upregulated in the ChGENE group, *EPHA4*, a member of the Eph receptor family, is involved in numerous biological processes, including tissue remodeling, neuronal development, and cell migration [43,44]. Its upregulation in rats fed an atherogenic diet supplemented with freeze-dried Geneva kiwifruit suggests that this gene may promote liver tissue repair and regeneration. Cholesterol-rich diets are known to induce liver damage through oxidative stress and lipid accumulation, resulting in the need for enhanced regenerative mechanisms [45,46]. The ability of *EPHA4* to respond to dietary modulation through kiwifruit supplementation could be linked to its bioactive compounds, such as vitamin C and polyphenols, which may stimulate regenerative pathways and improve overall liver health [16].

One of the upregulated ChGENE group DEGs is *PCDH7*, a member of the protocadherin family, proteins primarily involved in cell adhesion [47]. 

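Pcdh7 rose in ChGENE against Ch by a log2 fold change of 1.39 (standard error 0.266, n = 8 rats per group, adjusted p = 0.0448 from limma). The probe was above background in 7 ChGENE rats and 1 Ch rat and lies on chromosome 14 of rn4 from 57320712 to 57320771. A second Pcdh7 probe, above background in 3 ChGENE rats and 0 Ch rats, did not pass (adjusted p = 0.645). The classical cadherins Cdh1 and Cdh2 had 0.01 and −0.03 (adjusted p = 0.986 and 0.929). The call stood only without Ch 3, Ch 4, Ch 5 or ChGENE 2 among the 16 fits that leave out 1 rat (1.27 to 1.54). It ended with normexp background correction, where Pcdh7 had 0.03, and with quantile, spike-in and loess values, where it had 1.52, 1.81 and 1.48.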

While its function is characterized mainly in neural tissues [48], *PCDH7* upregulation in rats fed an atherogenic diet supplemented with Geneva kiwifruit indicates its potential role in liver tissue integrity and regeneration. Strengthening cell adhesion may help maintain the structural integrity of hepatocytes, supporting tissue recovery and reducing the likelihood of fibrosis [49]. Additionally, its involvement in immune modulation [50,51] could further enhance liver repair by promoting an environment conducive to healing while limiting excessive inflammation. Kiwifruit’s rich nutrient profile likely contributes to this upregulation, supporting the hypothesis that dietary antioxidants and bioactive compounds can positively influence genes involved in tissue regeneration and repair.

The upregulation of the genes mentioned above in the ChGENE group underscores the potential of dietary interventions in modulating genes associated with inflammation and tissue regeneration. Their role in suppressing immune-mediated liver damage, tissue remodeling, liver regeneration, cell adhesion, and tissue integrity highlights their importance in preserving liver health under stress conditions. This suggests that with its bioactive components, kiwifruit may offer a protective effect against diet-induced liver damage. Further studies are needed to elucidate these genes’ precise molecular mechanisms and therapeutic potential in liver diseases.

#### 4.2.4. Altered Glucose and Fatty Acid Metabolism

Among the identified hub genes, one of the most noteworthy is downregulated *SCD1*. It is a pivotal enzyme in fat biosynthesis, particularly in converting saturated fatty acids (SFAs) into monounsaturated fatty acids (MUFAs). 

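Scd encodes the main stearoyl-CoA desaturase of the liver and carries the name Scd1 on the array, while the array's Scd is the gene now named Scd2. Its level was −2.01 ± 1.07 (SD, n = 8) in ChGENE and 1.49 ± 1.27 (SD, n = 8) in Ch, and the probe lies on chromosome 1 of rn4 from 249458860 to 249458919. In ChHAYW the level was 0.30 ± 1.02 (SD, n = 8), a log2 fold change of −1.19 against Ch (standard error 0.528, adjusted p = 0.178 from limma). Of 18 genes of fatty acid synthesis and desaturation, Scd fell and 0 rose in ChGENE against Ch (5 lower and 0 higher adjusted over the list alone). Mid1ip1, an activator of acetyl-CoA carboxylase, had −1.11 (standard error 0.286, adjusted p = 0.0608), and Scd2 had 0.52 (adjusted p = 0.440, above background in 8 ChGENE rats and 7 Ch rats). As a list they had a median of −0.26 (adjusted p = 0.365 from camera but 0.00509 from fry), and in ChHAYW against Ch a median of −0.36 (adjusted p = 0.566 and 0.0412), both outside the central 95% of random lists of like mean signal (−0.15 to 0.13 and −0.15 to 0.15).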

*SCD1* is critical in governing the balance between unsaturated and saturated fatty acids, a balance of significance in cell signaling, maintaining membrane fluidity, and facilitating various essential physiological processes [52]. It catalyzes the transformation of oleate and palmitoleate, the fatty acids integral to different lipids, encompassing phospholipids, triglycerides, and cholesteryl esters [53]. Research findings indicate that a deficiency in *SCD1* results in decreased body adiposity and heightened insulin sensitivity. Conversely, an overexpression of *SCD1* is associated with metabolic conditions such as diabetes and non-alcoholic fatty liver disease [54]. This implies that *SCD1* actively participates in lipid metabolism and contributes to the emergence of hyperlipidemia [55]. This study shows that the Geneva kiwifruit cultivar can lower *SCD1* expression, decreasing liver lipid accumulation. These findings are consistent with the results presented in the Major CA (2008) study, which found that when *SCD1* activity was inhibited in cholesterol-fed hamsters, it led to decreased body weight, reduced adipose tissue mass, and improved feed efficiency. In addition, inhibiting *SCD1* activity affected the expression of genes related to liver lipid metabolism. In mice, the knockout of the *SCD1* gene resulted in the downregulation of hepatic lipogenic genes and a reduction in hepatic SREBP1C expression [56]. Pathway analysis indicates that *SCD1* is linked to the enrichment of specific pathways, including the activation of gene expression by SREBF, regulation of cholesterol biosynthesis by SREBF, metabolism of steroids, and the regulation of gene expression associated with lipogenesis by NR1H2 and NR1H3. These pathways play a crucial role in cholesterol metabolism. Furthermore, a literature analysis revealed a connection between *SCD1* and the fatty acid synthase gene (*FASN*). Both enrich the activation of gene expression by SREBF pathways. It is worth noting that SREBP1C appears to target genes primarily involved in fatty acid synthesis, while SREBP2 seems to focus on genes related to cholesterol synthesis [57]. These interactions suggest/confirm the engagement of identified in our study genes in cholesterol metabolism.

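Fasn, the fatty acid synthase, had a level of −0.43 ± 0.467 (SD, n = 8) in ChGENE and 0.29 ± 0.492 (SD, n = 8) in Ch. The log2 fold change was −0.73 (standard error 0.233, adjusted p = 0.0623 from limma), which did not pass over all probes, and Fasn was among the genes that were lower when adjusted over the list of fatty acid synthesis alone. Acaca, which makes the malonyl-CoA that Fasn uses, had −0.55 (standard error 0.276, adjusted p = 0.211). Fasn had −0.49 in ChHAYW against Ch (adjusted p = 0.140).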

Another identified DEG, the *PRODH1* gene, is essential in proline catabolism, which affects various metabolic processes such as lipid metabolism. 

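Prodh had a level of 2.70 ± 0.674 (SD, n = 8) in ChGENE and 4.34 ± 0.765 (SD, n = 8) in Ch, with all 8 ChGENE rats below the Ch rats, and its probe lies on chromosome 11 of rn4 from 84922170 to 84922229. In ChHAYW against Ch its log2 fold change was −0.49 (adjusted p = 0.334 from limma), with 0.15 under spike-in scaling, while its second probe had 0.25 (adjusted p = 0.696). Of 27 genes of amino acid and proline catabolism, 2 fell and 0 rose in ChGENE against Ch (7 lower and 0 higher adjusted over the list alone). Beside Prodh this was Hibadh, an enzyme of valine breakdown, which fell by 0.63 (standard error 0.124, adjusted p = 0.0448). Aldh4a1, the enzyme after Prodh in proline breakdown, had −0.68 (standard error 0.176, adjusted p = 0.0608). The list had a median of −0.34 (camera, adjusted p = 0.00774, but adjusted p = 0.525 with an estimated correlation). The call of Hibadh stood only without Ch 3, Ch 4, Ch 5 or ChGENE 2 among the 16 fits that leave out 1 rat (−0.68 to −0.59), and it ended with quantile, spike-in and loess values (−0.44, −0.21 and −0.45).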

*PRODH1* is involved in proline oxidation to pyrroline-5-carboxylate in mitochondria and may influence lipid metabolism by affecting oxidative stress and energy balance [58,59]. *PRODH1* deficiency or mutations have been shown to cause defects in mitochondrial metabolism, particularly β-oxidation of fatty acids and accumulation of lipid intermediates [60]. These abnormalities may be associated with metabolic disorders, including obesity and hepatic steatosis, disruption of lipid homeostasis, and cancer [61,62]. *PRODH1* was also shown to be AMPK pathway-dependent, a cellular energy and glucose status monitor. The direct regulatory effect of PPARG, which regulates fatty acid storage and glucose metabolism, on *PRODH1* was also confirmed [61]. Its downregulation in our study may affect amino acid metabolism, which is linked to broader glucose and lipid metabolism pathways.

Further supporting the altered lipid metabolism observed in metabolic disorders, the solute carrier family 2 member 1 gene (*SLC2A1*; *GLUT1*), responsible for glucose transport [63], was downregulated under the influence of the Geneva kiwifruit cultivar. 

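Slc2a1, the glucose transporter GLUT1, had a level of −1.23 ± 0.174 (SD, n = 8) in ChGENE and −0.36 ± 0.255 (SD, n = 8) in Ch. It fell by 0.87 on the log2 scale (standard error 0.131, adjusted p = 0.0210 from limma), with all 8 ChGENE rats below the Ch rats. The probe lies on chromosome 5 of rn4 from 139718779 to 139718838. In ChHAYW against Ch the log2 fold change was −0.50 (standard error 0.160, adjusted p = 0.110). Of 23 genes of glucose transport and metabolism, Slc2a1 fell and Galt rose (5 lower and 4 higher adjusted over the list alone). Slc2a2, the main glucose transporter of hepatocytes, had −0.66 (standard error 0.173, adjusted p = 0.0608). Over the list the median was −0.15 and the mean −0.12, while camera placed it slightly above other genes (adjusted p = 0.602). The call of Slc2a1 ended without Ch 2, Ch 7, Ch 8, ChGENE 3, ChGENE 4 or ChGENE 6 (−0.91 to −0.81 over the 16 fits) and with spike-in scaling (−0.45).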

Downregulation decreases glucose availability for lipid synthesis and hence may limit fat accumulation in the liver of the ChGENE group. This downregulation of *SLC2A1* may be seen as a protective adaptation against an excess cholesterol supply because a high cholesterol supply is known to result in conditions like NAFLD. Also, in this respect, results showed that *FGF9*, responsible for cellular growth and lipid metabolism processes [60], was downregulated in our study. This growth factor is involved in regulating fatty acid synthesis and energy metabolism. 

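The probe of Fgf9, a secreted growth factor, was close to the background of these arrays. It was above background in 1 Ch rat and 0 ChGENE rats, and its signal was 1.21-fold lower in ChGENE (adjusted p = 0.0457 from limma) with the ChGENE values raised to background. Most Ch values behind this fold were not above background either, and negative control spots also fell, by 0.72 on the log2 scale. The fold is therefore no lower bound for the gene. Fgf9 lies on chromosome 15 of rn4 from 37155328 to 37155387. Fgf21, a hormone of the fasted liver, was above background in all 16 rats and had a log2 fold change of 1.14 (standard error 0.389, n = 8 rats per group, adjusted p = 0.0747). The call of Fgf9 stood only without Ch 3, Ch 4, Ch 5 or ChGENE 2 among the 16 fits that leave out 1 rat, and it ended with quantile, spike-in and loess values.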

Its reduction might give rise to altered synthesis and metabolism of lipids, further contributing to dysregulation in metabolic pathways responsible for glucose and fatty acid metabolism [64]. These interrelated mechanisms further indicate that changes in glucose and lipid metabolism due to the described genes above can be central in liver steatosis, suggesting that freeze-dried Geneva kiwifruit could be a promising dietary intervention to reduce lipid accumulation in the liver.

#### 4.2.5. Role of Olfactory Receptors

Special attention must be paid to a group of downregulated DEGs: members of olfactory (ORs) and vomeronasal receptors (VNRs) (Supplementary File S1). 

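The arrays carry 1411 probes for olfactory and vomeronasal receptors, and 734 of them were above background on none of the 16 arrays of ChGENE and Ch. Of the 1411, 7 passed limma's test in ChGENE against Ch, all lower (643 lower and 1 higher adjusted over the list alone). Of these 7, Or52n2b, Or6c3 and Or6c216 (Olr175, Olr984 and Olr1055 on the array) were above background on none of the 16 arrays, and Vom1r66 on 1 ChGENE array and 0 Ch arrays, so no fold is given. Or12e8, Or10q12 and Or9g20 (Olr558, Olr375 and Olr459) were above background on 1 Ch array and 0 ChGENE arrays. With the ChGENE values raised to background, their signals were 1.34-fold, 1.43-fold and 1.30-fold lower. Most Ch values behind these folds were not above background either, so they are no lower bounds for the genes. On average 12.4% of receptor probes were above background in ChGENE and 9.50% in Ch. The receptor probes had a median log2 fold change of −0.64 in ChGENE against Ch and −0.61 in ChHAYW against Ch. The negative control spots, which match no rat gene, had mean log2 differences of −0.72 (standard error 0.225) and −0.68 (standard error 0.236), and other probes above background on none of the arrays had medians of −0.65 and −0.63. With quantile and loess values the receptor median in ChGENE against Ch was −0.08 and −0.04. The 7 calls ended in 11 to 13 of the 16 fits that leave out 1 rat and with quantile, spike-in and loess values.

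**Figure D4:**
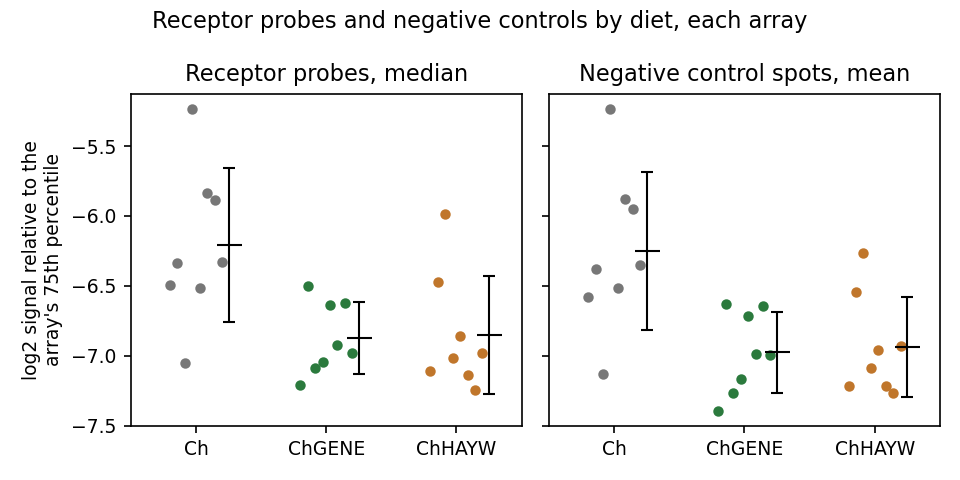
Median log2 signal of the 1411 receptor probes (left) and mean log2 signal of the 308 negative control spots (right) on each array by diet, relative to the array's 75th percentile. Points are arrays (n = 8 per diet) and the bars beside them are the mean and SD, which lie lower in ChGENE and ChHAYW than in Ch in both panels, at −6.88 and −6.85 against −6.21 for the receptor probes.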

ORs and VNRs transduce chemical signals into electrical signals by interacting with G-proteins and triggering downstream signaling pathways [65]. They are primarily known for detecting odorants and pheromones [66]. However, recent research has begun to uncover their potential involvement in metabolic processes, including lipid metabolism in the liver [67,68]. They are expressed in various tissues beyond the olfactory epithelium, including the liver and adipose tissue. ORs can be activated by specific lipids and fatty acids, which may trigger signaling pathways related to lipid metabolism. For example, activating specific ORs can influence the expression of genes such as acetyl-CoA carboxylase (*ACC*), *FAS*, and *SCD1* involved in lipogenesis and lipolysis [68]. One of the vomeronasal receptors, *VNR66*, is part of a family of receptors responsive to pheromones; it may also affect metabolic regulation. *VNR66* might be involved in sensing changes in lipid levels or other metabolites, which could lead to adaptations in metabolic pathways in the liver. This could include modulating the balance between lipid synthesis and degradation. Metabolic sensors like AMPK and mTOR, which react to variations in ATP, glucose, and other metabolites like lactate or acetyl-CoA, can detect changes in cellular surroundings [69,70].

The exact mechanisms by which olfactory and vomeronasal receptors influence lipid metabolism in the liver are still being elucidated. ORs and VNRs may initiate signaling cascades that influence critical metabolic pathways. This includes pathways governed by hormones such as insulin and glucagon, which regulate lipid metabolism [68,71]. In the case of our study, a reduction in the expression of these genes seems to be beneficial from the point of view of reducing hepatic steatosis. Such an effect was exerted on the activity of ORs and VNRs by adding a lyophilized Geneva kiwifruit cultivar. The interplay between sensory perception and metabolism presents a fascinating study area with implications for understanding energy balance and metabolic diseases.

### 4.3. The Prediction of miRNA and TF Interaction with Hub Genes

The prediction of interactions between miRNAs and TFs with hub genes is essential for understanding the complex regulatory networks that govern cellular processes such as lipid metabolism. This approach is important in identifying how regulatory networks are coordinated to maintain cellular homeostasis and how their dysregulation contributes to pathological conditions [72]. The following interactions were identified in our study (Figure 9).

MiRNA-29 is pivotal in regulating lipid metabolism, particularly in hepatic cells. Overexpression of miRNA29d-3p significantly inhibited genes crucial for triglyceride synthesis, such as diacylglycerol O-acyltransferase 1 (*DGAT1*) and glycerol-3-phosphate acyltransferase, mitochondrial (*GPAM*), in bovine mammary epithelial cells (BMECs). This upregulation led to a notable decrease in triglyceride levels, highlighting the miRNA involvement in lipid accumulation regulation. Moreover, Zhao et al. (2021) showed that overexpression of miRNA29d-3p decreased the expression of genes associated with fatty acid synthesis and desaturation, such as *FASN*, *SCD1*, *ACC*, and the transcription factor SREBF1. Conversely, interference with miRNA-29d-3p boosted the expression of lipid metabolism-related genes and raised triglyceride concentration in the cells. A luciferase reporter assay confirmed *GPAM* as a direct target of miRNA-29d-3p, shedding further light on its role in lipid metabolism regulation [73]. In addition, heightened levels of miRNA-29 species in the liver are evident in insulin resistance and type 2 diabetes models. Inhibiting miRNA-29 has demonstrated improvements in hepatic insulin resistance, highlighting its role in liver lipid metabolism modulation [74]. Overexpression of miRNA-34a diminishes apoptosis in liver cells, potentially influencing lipid metabolism. The decreased apoptosis rates observed in cells with elevated miRNA-34a levels could play a role in enhancing lipid homeostasis [75].

MiRNA-31-5p plays a significant role in regulating genes associated with lipid metabolism, and this miRNA is identified as an essential regulator of lipid metabolism-related genes in the intestine, such as 3-hydroxy-3-methylglutaryl-CoA synthase 2 (*HMGCS2*), acetyl-CoA acetyltransferase 1 (*ACAT1*), and oxidized low-density lipoprotein receptor 1 (*OLR1*). Moreover, miRNA-31-5p and other miRNAs, such as miRNA-99b-5p and miRNA-200a-5p, have been identified as critical regulators of lipid metabolism-related genes in the intestines [76].

SREBF2 functions as a transcription factor overseeing genes related to cholesterol metabolism. It orchestrates the activity of critical genes like *PCSK9* and *HMGCR*, which are pivotal in lipid processing. *PCSK9* attaches to LDL receptors, accelerating their breakdown and elevating LDL cholesterol levels in circulation. SREBF2 can boost *PCSK9* expression, exacerbating LDL cholesterol levels and perturbing lipid metabolism. *HMGCR* is the key enzyme governing cholesterol synthesis and is the target of statins for cholesterol control. SREBF2 governs *HMGCR* expression, influencing cholesterol production and lipid metabolism [77].

## 5. Conclusions

Our study reveals that kiwifruit lyophilizes, particularly the *Actinidia arguta* Geneva cultivar, can effectively modulate gene expression related to cholesterol metabolism in rats fed an atherogenic diet. The upregulation of *CGREF1* and its association with the downregulation of *PCSK9* suggests a role in reducing liver cholesterol. Additionally, the downregulation of *SCD1* indicates a potential mechanism for liver fat reduction. Kiwifruit consumption also influenced genes like *HMGCR*, *DHCR24*, and *SLC27A5*, which are crucial in cholesterol metabolism and showed connections with liver-expressed miRNAs. These findings suggest that dietary supplementation with kiwifruit may be a promising strategy to manage cholesterol-related conditions and protect the liver from steatosis. However, it is important to note that this study was conducted on rats, and further research is needed to determine the effects of kiwifruit on human health.

## Figures and Tables

**Figure 1:**
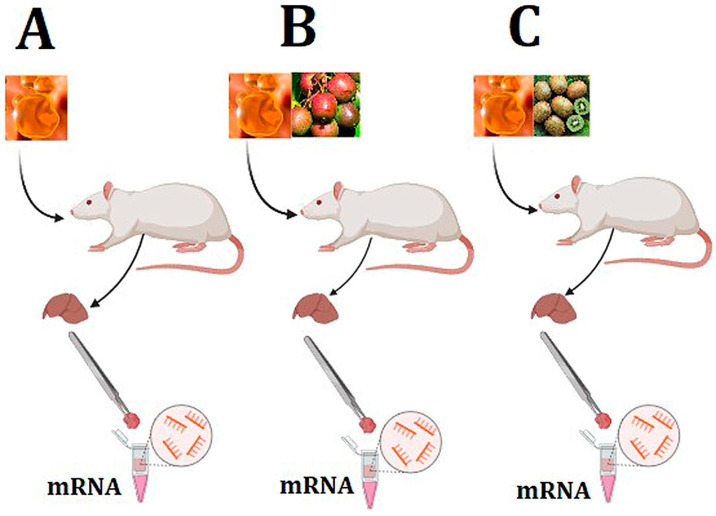
Schematic showing the main steps of the experimental setup. (**A**)—Ch control group fed with a semi-synthetic diet with the addition of 1% cholesterol, (**B**)—ChGENE group fed a semi-synthetic diet with the addition of 1% cholesterol and 5% freeze-dried fruits of *A. arguta* cultivar Geneva, (**C**)—ChHAYW group fed with diet semi-synthetic with the addition of 1% cholesterol and 5% freeze-dried *A. deliciosa* cultivar Hayward.

**Figure 2:**
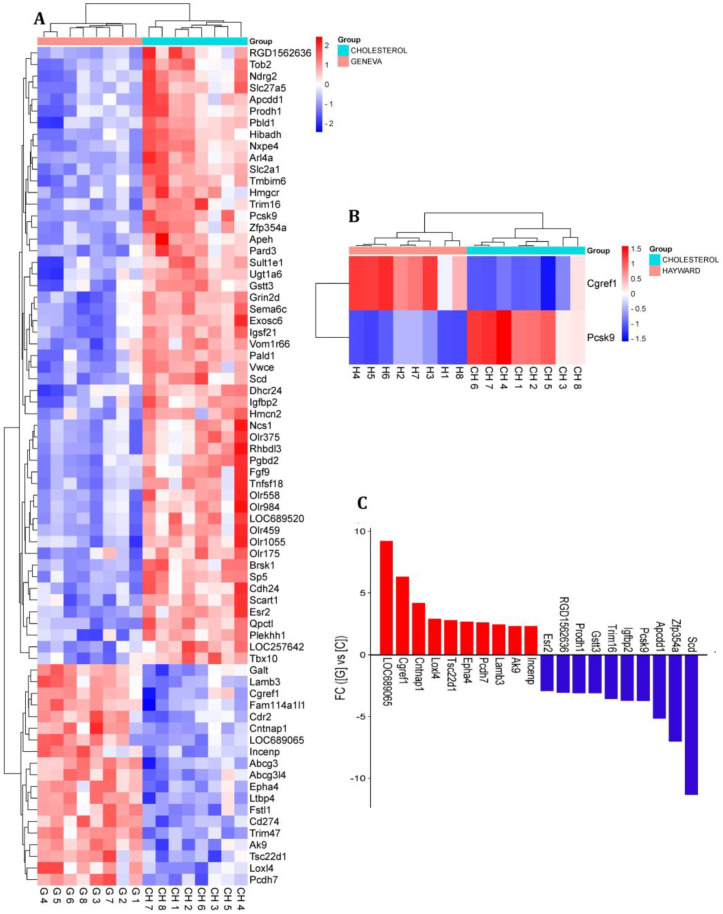
The gene expression profiles of ChGENE and ChHAYW in comparison to Ch. (**A**) Heatmap depicting the gene expression of ChGENE. (**B**) Heatmap illustrating the gene expression of ChHAYW. (**C**) Presentation of the top ten upregulated and downregulated genes in ChGENE compared to Ch.

**Figure 3:**
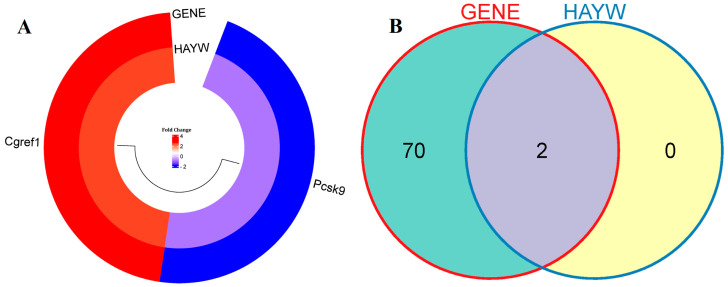
(**A**) The circular heatmap visually conveys the proportion of shared gene expression between ChGENE and ChHAYW. (**B**) The Venn diagram illustrates the gene expression count in ChGENE and ChHAYW.

**Figure 4:**
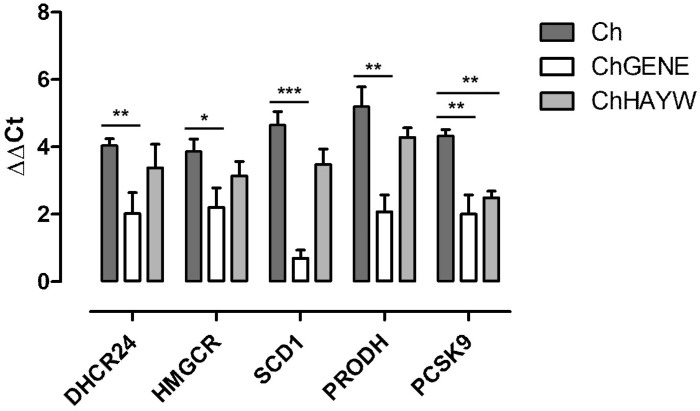
Quantitative expression analysis of genes related to lipids and cholesterol metabolism by Real-time qPCR. Statistical significance is shown as * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001.

**Figure 5:**
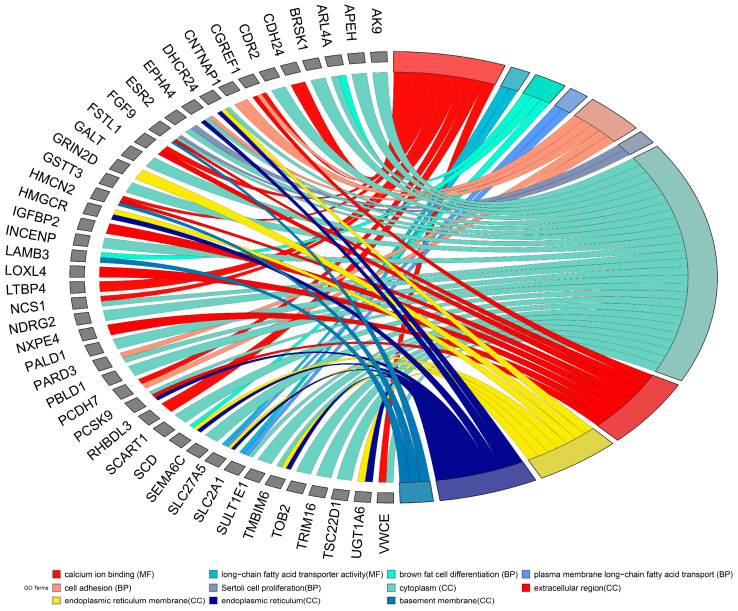
The chord plot represents the relationship between GO terms and genes exhibiting significant expression changes under the ChGENE and ChHAYW treatments.

**Figure 6:**
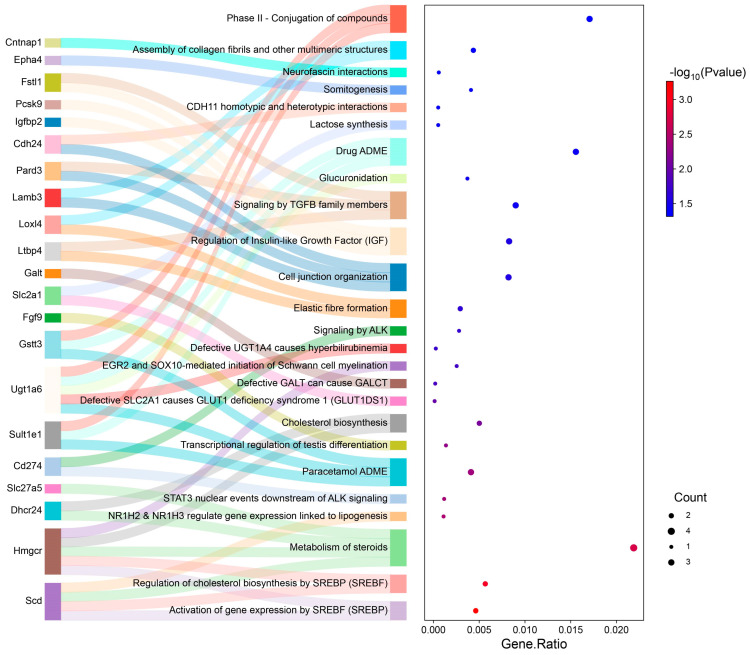
A Sankey plot depicting genes within individual pathways (**left**) and a dot plot where the size of the dots corresponds to the number of genes; the dot’s color signifies the *p*-values (**right**) for the ChGENE treatment.

**Figure 7:**
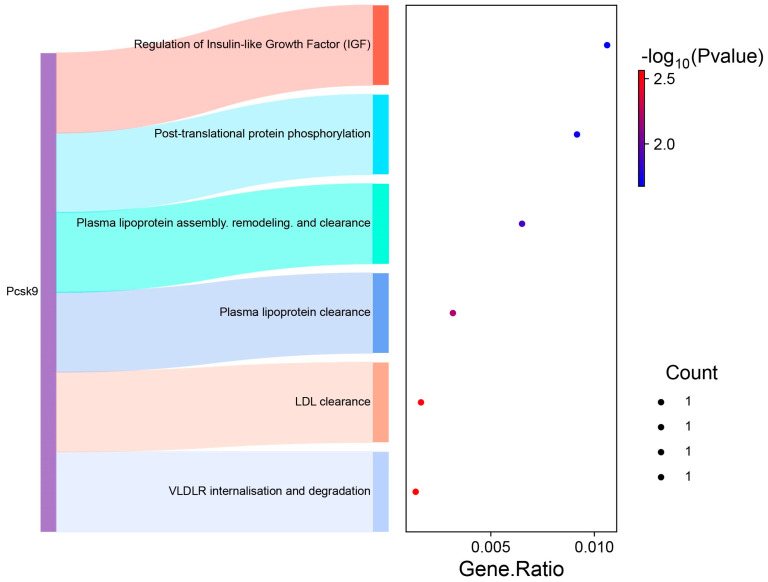
A Sankey plot depicting genes within individual pathways (**left**) and a dot plot where the size of the dots corresponds to the number of genes and the color of the dots signify the *p*-values (**right**) for the ChHAYW treatment.

**Figure 8:**
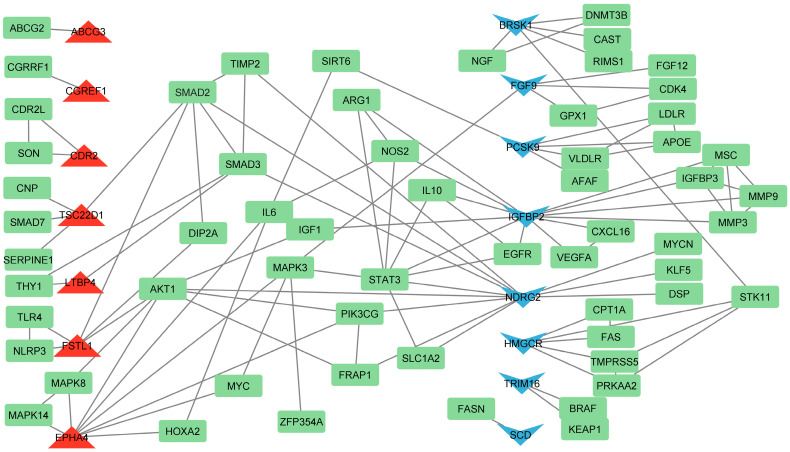
Agilent Literature Search network analysis between DEGs and other critical genes governing cholesterol and lipid metabolism. Green squares denote genes identified by Agilent Literature Search as engaged in lipid metabolism; red triangles signify upregulated DEGs; blue V-shaped symbols signify downregulated DEGs.

**Figure 9:**
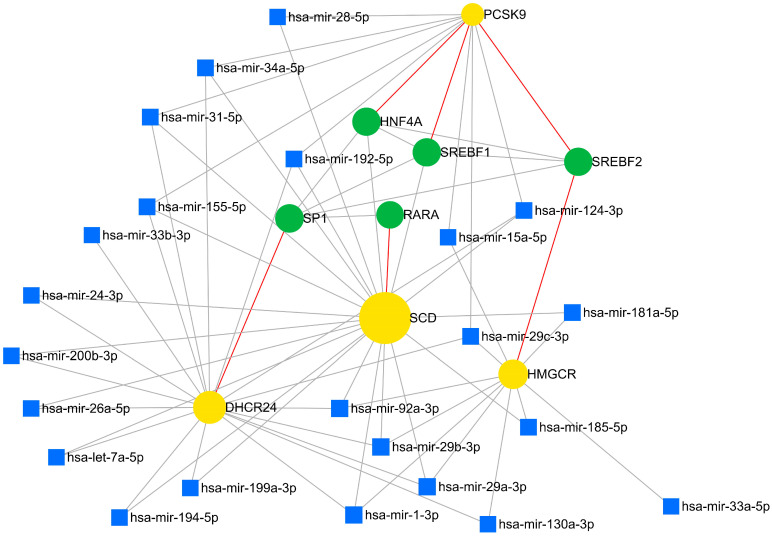
The interaction network of predicted miRNAs and their corresponding target DEGs. MiRNAs—blue squares; TFs—green circles; DEGs—yellow circles; red line—connection between TF and DEGs; gray line—connection between miRNAs and DEGs.

**Table 1:** List of primers used for real-time qPCR.

Gene Symbol	Accession Number	Forward Primer	Reverse Primer	Annealing Temp. (°C)	Annealing Time (s)	PCR Product Length
*DHCR24*	NM_001080148	5′AAGGGGTTGGAGTTCGTTC3′	5′TGAGACAGTGAGCCATCCA3′	58	15	243
*HMGCR*	NM_013134	5′GGACTGAAACACGGGCATT3′	5′AACACGGCACGGAAAGAAC3′	58	15	197
*PCSK9*	NM_199253	5′GTGTGTGTGGCACGAATCC3′	5′AAGTTCCCCCAGGCAGAGT3′	58	15	224
*PRODH*	NM_001135778	5′CGCAGGTTCAATGTGGAT3′	5′GGCATTGGTGGCTTCATA3′	58	15	222
*SCD1*	NM_139192	5′CACACTGGTGCCCTGGTA3′	5′GGGAAGGCGTGATGGTAG3′	58	15	225
*GAPDH*	NM_017008	5′CCCACACTGTGCCCATCTAT3′	5′AAGGGTGTAAAACGCAGCTC3′	60	15	198

## Data Availability

The data obtained from the microarray experiment were deposited in the National Center for Biotechnology Information Gene Expression Omnibus database (NCBI GEO) with accession number GSE79715.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/nu16233999/s1, Supplementary File S1: List of differentially expressed genes (DEGs).

How the deposited data were processed for this re-analysis (not part of the article)

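Gene expression was measured in the liver of 24 male rats on 3 diets with 1% cholesterol (Ch, ChGENE and ChHAYW, 8 rats each). Every rat had its own 1-colour Agilent rat array with 62976 spots, and no samples were pooled. The depth of an array is its signal over background. The 75th percentile of the intensities had a median of 421 in Ch (188 to 653), 675 in ChGENE (388 to 775) and 731 in ChHAYW (409 to 1049). The median share of probes above background was 57.1%, 63.6% and 63.1%. The authors scanned the arrays and extracted the data with Agilent's Feature Extraction software. By the settings in the file headers, that software removed a spatial trend in the background and a multiplicative trend across the array and replaced values near background by small positive ones. The resulting intensities, as deposited, are on a linear scale and are not scaled between arrays. The table of values that the authors deposited held the same intensities as the scanner output, with 0 of 1511424 spots differing. The scaling between arrays that the study used is not given in the sources used here.

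From the scanner output, spots marked by the software as non-uniform or as population outliers were left out, and the log2 intensities of the remaining spots of a probe were averaged. For 45 of 728808 probe values all spots were so marked, and these were kept. There were 0 saturated probe values. Each array was then scaled by subtracting its 75th percentile over non-control probes, and 30367 probes were tested with no filter on dim probes, since the study states none. Supplementary File S1 heads its lists with a moderated test while the methods section names Student's t-test, so limma's lmFit and eBayes were used on the 16 arrays of each comparison, with the methods' t-test as an alternative. A probe passed with a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 1.3. ChGENE and ChHAYW were each compared with Ch, and with each other. The difference of their effects over Ch equals the last comparison, which therefore tests whether the cultivars differ.

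A probe counted as above background on an array where the software marked at least 1 of every 2 of its spots as well above background. Where no array of the lower group was above background, its values were raised to the lowest value above background on each array. The fold is then a lower bound, unless most arrays of the higher group were not above background either. Where neither group was above background no fold is given. The precision is that of 8 rats per group. The procedure was tested on simulated data with the means and spreads of the real probes and independent noise. For ChHAYW against Ch it recovered 88% of simulated log2 rises and 94% of falls of 2, and 54% and 62% of those of 1, with 13 false calls among 30367 probes. In ChGENE against ChHAYW the shares were 92% and 94% for 2 and 44% and 54% for 1, with 9 false calls. Independent noise leaves out the variation that the probes of an array share. Recovery under such shared variation is not given here, so these shares may be too high.

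For shifts of groups of genes, 35 lists were fixed (24 of pathways and 11 of markers of cell types or tissues) and tested with limma's camera at its preset correlation of 0.01, adjusted over the lists of a comparison. Each of 19999 genes was represented by the probe with the highest mean signal. The members of a list that passed were counted with adjustment over all probes and again over the list alone. The estimated correlation of camera and limma's fry were alternatives. Camera sets a list against other genes, while fry tests it against no change, so their answers can differ. A list's median was also set beside those of 10000 random lists of genes drawn from the 100 genes on either side of each member in mean signal. Members with no probe under their symbol in the lists were left out of them, among them Cd79a, Colec11, Cyp2b1, Cyp2c6, Foxo1, Hlf, Hspa1a, Igj, Plin4, Sult1e1 and Ugt1a1. Olfactory and vomeronasal receptor probes, the negative control spots and the spike-in probes were summarised in the same way.

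The genes named in the text follow a fixed rule. For each comparison it takes the 10 probes with the largest rise and the 10 with the largest fall among those that passed, that had a gene symbol other than a LOC or RGD number, that were above background on all 8 arrays of the higher group and whose groups did not overlap, or overlapped where fewer than 10 remained, with 1 probe per gene. It also takes every gene that the paper names as differentially expressed, at the study's own probe, every gene that the paper links to these and that was measured, up to 4 members of each list with the smallest p, and all members of the cholesterol synthesis list. Some genes that this rule or the lists name are not reported here. Other genes in the text were chosen after their values were seen. The lists, this rule, the tests of probes and lists and the alternatives were fixed before the data were examined, except for cyclic loess normalization, which was added after the shift of dim probes between slides was seen. The leaving out of marked spots, the lower bounds of folds and the random lists were set once the files had been opened. The fold changes of Supplementary File S1 had been seen before the rule and the lists were written.

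The alternatives were normexp background correction with an offset of 50, quantile normalization, scaling by the median or by 8 of the 10 spike-in probes, the deposited table, filters on probes above background, the methods' t-test, all 24 arrays in 1 fit, eBayes with trend and robust, arrayWeights, the replicate number as a block, other thresholds, the mean of all probes of a gene in the list tests and the leaving out of each rat in turn. Comparisons were also repeated on 100 splits of the 16 arrays, and the fold changes shared by both cultivars were set beside simulated unchanged groups against the same Ch arrays. Arrays of a diet share a slide, and no fit can part slide from diet. The computations used R 4.3.3, limma 3.58.1 and data.table 1.17.8, and the figures Python 3.11.15 with matplotlib 3.10.9. The real-time qPCR measurements, the enrichment by annotation databases, the literature network and the miRNA predictions of the paper were not analysed here, since they rest on data other than the arrays.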

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

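None of the tests in this part was chosen after its result was seen. A difference between the diets was found for Cgref1, a secreted growth regulator, whose effect over Ch was not the same in ChGENE and ChHAYW. It was larger in ChGENE by a log2 value of 2.39 (adjusted p = 0.0186 from limma). Of the 8 ChGENE rats, 7 lay above the range of the ChHAYW rats.

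A signal outside the genes that the paper lists was found for 25 probes called in ChGENE against Ch, of which 20 carry no gene name. Among the gene lists, which the paper did not test, 9 shifted up and 2 down in ChGENE against Ch, 5 shifted up in ChHAYW against Ch, and 6 shifted up and 5 down in ChGENE against ChHAYW, by camera at its preset correlation. With an estimated correlation 0 lists passed in any of the comparisons.

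A sample far from the others of its group was looked for with Dixon's ratio, the gap to the nearest rat over the range of the group, in 321 groups of 8 rats. The ratio was above its 95% critical value in 13 groups, where chance, at about 1 in 20 groups, gives 16.1. Rats that lay above the rest of their group were ChHAYW 8 for Cgref1 (0.566), ChGENE 6 for Cpt1a (0.624), Ch 5 for Fstl1 (0.532), Ch 4 for Gpam (0.717), ChHAYW 5 for Plk1 (0.746), ChHAYW 7 for RGD1562636 (0.702) and Ch 4 for Pdgfrb (0.529). Rats that lay below it were ChHAYW 4 for Cdr2 (0.566), ChGENE 3 for Eqtn (0.564), Ch 7 for Fam114a1l1 (0.535), ChHAYW 8 for Ndrg2 (0.633), ChHAYW 5 for Ppara (0.688) and ChGENE 2 for Rara (0.604). These are ratios of distances and not levels.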

How the results depend on the processing

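Cyclic loess was chosen only after the result was seen. The fall of Scd kept its direction and its call in ChGENE against Ch under all 13 alternatives run on it other than leaving out rats (−3.62 to −2.90). Most other calls depended on the setting. Of 46 named results called in ChGENE against Ch, 35 kept the call with normexp, 21 with quantile normalization, 46 with median scaling, 5 with spike-in scaling, 21 with cyclic loess, 45 with the methods' t-test, 46 with all 24 arrays in 1 fit, 41 with trend and robust, 46 with arrayWeights and 3 with the replicate number as a block, which does not pair the rats. The deposited table gave identical values. What signal over background limits is the dim probes, since arrays of Ch were dimmer and each diet has its own slide. The cause of the changes below was not tested, with some exceptions. The filters tested fewer probes, and leaving out a rat leaves fewer arrays. Median and spike-in scaling move all log2 fold changes of a comparison by the same amount.

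Normexp background correction gave 10197 (203 higher, 9994 lower) in ChGENE against Ch, 11480 (140 higher, 11340 lower) in ChHAYW against Ch and 11 (10 higher, 1 lower) in ChGENE against ChHAYW. Lists then shifted 11 up and 0 down in ChGENE against Ch and 8 up and 2 down in ChHAYW against Ch. Log2 fold changes that took the other sign included Cd274 −0.20, Fstl1 −0.0876, Hnf4a −0.10, Incenp −0.10, Plk1 −0.0211 and RGD1560386 −0.19 in ChGENE against Ch and Cgref1 −0.36 and Plk1 −0.18 in ChHAYW against Ch. The adjusted p of a list, given the sign of its shift, turned for B cell markers (−0.864 in ChGENE against Ch), cholesterol biosynthesis (0.839 in ChGENE against Ch) and cholesterol biosynthesis (0.899 in ChHAYW against Ch). The receptor median in ChGENE against ChHAYW became 0.0666.

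Quantile normalization called 64 (27 higher, 37 lower) in ChGENE against Ch and 18 (12 higher, 6 lower) in ChGENE against ChHAYW. Lists then shifted 6 up and 5 down in ChGENE against Ch and 3 up and 1 down in ChHAYW against Ch. Log2 fold changes that took the other sign included Hnf4a −0.0447 and Mapk3 0.10 in ChGENE against Ch. The probe of Eqtn, close to background in both groups, differed by 0.29, which is no fold change of the gene.

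Median scaling called 4623 (200 higher, 4423 lower) in ChGENE against Ch, 3240 (91 higher, 3149 lower) in ChHAYW against Ch and 10 (8 higher, 2 lower) in ChGENE against ChHAYW. This scaling moved all log2 fold changes of ChGENE against Ch alike, by −0.04. Those that took the other sign by it included Dgat1 −0.0262 and Hnf4a −0.0353.

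Spike-in scaling called 8 (7 higher, 1 lower) in ChGENE against Ch, 1 (1 higher, 0 lower) in ChHAYW against Ch and 0 (0 higher, 0 lower) in ChGENE against ChHAYW. Lists then shifted 1 up and 0 down in ChHAYW against Ch. This scaling moved all log2 fold changes alike, by 0.42 in ChGENE against Ch and 0.63 in ChHAYW against Ch. Smaller falls therefore took the other sign by construction. These included Abca1 0.28, Fdft1 0.0628, Gpam 0.29, Mapk3 0.20, Rara 0.14, Sp1 0.37 and Srebf2 0.0379 in ChGENE against Ch and Prodh 0.15 and Slc27a5 0.00453 in ChHAYW against Ch. The probe of Eqtn, close to background in both groups, differed by 0.14, which is no fold change of the gene. The receptor median in ChHAYW against Ch became 0.0201 and the difference of the negative control spots −0.0508.

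Cyclic loess called 72 (38 higher, 34 lower) in ChGENE against Ch, 1 (1 higher, 0 lower) in ChHAYW against Ch and 17 (14 higher, 3 lower) in ChGENE against ChHAYW. Lists then shifted 7 up and 7 down in ChGENE against Ch and 3 up and 5 down in ChHAYW against Ch. Log2 fold changes that took the other sign included Hnf4a −0.0267 and Mapk3 0.0358 in ChGENE against Ch. The probe of Eqtn, close to background in both groups, differed by 0.28, which is no fold change of the gene. The adjusted p of a list, given the sign of its shift, turned for cholesterol biosynthesis (0.943 in ChGENE against ChHAYW). The receptor median became −0.00996 in ChHAYW against Ch and −0.0298 in ChGENE against ChHAYW, and the correlation of the fold changes of the cultivars 0.603.

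The filter on all 8 arrays of a group tested 16766 probes in ChGENE against Ch and called 157 (43 higher, 114 lower) in ChGENE against Ch and 21 (12 higher, 9 lower) in ChGENE against ChHAYW. Lists then shifted 6 up and 8 down in ChGENE against Ch and 0 up and 1 down in ChHAYW against Ch, and the receptor median in ChHAYW against Ch was −0.0864. The filter on 4 arrays tested 19073 probes and called 141 (44 higher, 97 lower) in ChGENE against Ch and 23 (15 higher, 8 lower) in ChGENE against ChHAYW, with lists 6 up and 9 down in ChGENE against Ch and 1 up and 4 down in ChHAYW against Ch, a receptor median of −0.0691 in ChHAYW against Ch and a correlation of 0.628.

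The methods' t-test called 245 (39 higher, 206 lower) in ChGENE against Ch. All 24 arrays in 1 fit called 2863 (298 higher, 2565 lower) in ChGENE against Ch and 8 (7 higher, 1 lower) in ChGENE against ChHAYW. Trend and robust called 19 (14 higher, 5 lower) in ChGENE against ChHAYW. Weights from arrayWeights gave 3676 (531 higher, 3145 lower) in ChGENE against Ch, 5703 (711 higher, 4992 lower) in ChHAYW against Ch and 62 (34 higher, 28 lower) in ChGENE against ChHAYW. Log2 fold changes that took the other sign included Akt1 −0.0907, Cpt1a −0.0647, Gpam 0.0369 and Hnf4a −0.00334 in ChGENE against Ch. At an unadjusted p under 0.05 the counts were 7465 (1054 higher, 6411 lower) in ChGENE against Ch, 6910 (926 higher, 5984 lower) in ChHAYW against Ch and 1802 (937 higher, 865 lower) in ChGENE against ChHAYW, and with a fold change of at least 2 they were 45 (15 higher, 30 lower) in ChGENE against Ch and 1 (1 higher, 0 lower) in ChGENE against ChHAYW. In the list tests an estimated correlation gave 0 up and 0 down in ChGENE against Ch, 0 up and 0 down in ChHAYW against Ch and 0 up and 0 down in ChGENE against ChHAYW, and fry gave 2 up and 9 down in ChGENE against Ch, 0 up and 4 down in ChHAYW against Ch and 0 up and 3 down in ChGENE against ChHAYW.

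The counts moved with single rats. In ChGENE against Ch they were 26 without Ch 1, 0 without Ch 2, 4957 without Ch 3, 80 without Ch 4, 310 without Ch 5, 15 without Ch 6, 2 without Ch 7, 3 without Ch 8, 34 without ChGENE 1, 3137 without ChGENE 2, 0 without ChGENE 3, 0 without ChGENE 4, 12 without ChGENE 5, 5 without ChGENE 6, 12 without ChGENE 7, 12 without ChGENE 8, with 0 to 363 higher and 0 to 4594 lower. For ChHAYW against Ch they were 3675 without Ch 3, 4588 without ChHAYW 3, 1 without ChHAYW 4 and 0 without any other single rat, with 0 to 276 higher and 0 to 4312 lower. In ChGENE against ChHAYW they were 33 without ChGENE 1, 5 without ChGENE 2, 3 without ChGENE 3, 2 without ChGENE 4, 5 without ChGENE 5, 0 without ChGENE 6, 3 without ChGENE 7, 1 without ChGENE 8, 0 without ChHAYW 1, 0 without ChHAYW 2, 8 without ChHAYW 3, 4 without ChHAYW 4, 3 without ChHAYW 5, 0 without ChHAYW 6, 0 without ChHAYW 7, 4 without ChHAYW 8, with 0 to 24 higher and 0 to 9 lower.

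Leaving out 1 rat also turned the sign of log2 fold changes that had not passed, with ranges of Akt1 −0.0242 to 0.37, Cpt1a −0.0463 to 0.26, Dgat1 −0.0354 to 0.0770, Gapdh −0.00308 to 0.13, Gpam −0.22 to 0.0202 and Hnf4a −0.0544 to 0.0321 in ChGENE against Ch and Cgref1 −0.11 to 0.59 in ChHAYW against Ch. Lists that shifted were 1 to 2 down in ChGENE against Ch, 3 to 6 up and 0 to 1 down in ChHAYW against Ch, and 3 to 9 up in ChGENE against ChHAYW. There the signed adjusted p of cholesterol biosynthesis ranged from −0.992 to 0.998 and the receptor median from −0.0883 to 0.0747.

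The replicate numbers do not pair the rats. After the group means were removed, arrays with the same number correlated at −0.205 to 0.208 in ChGENE and Ch, −0.353 to 0.137 in ChHAYW and Ch and −0.225 to 0.234 in ChGENE and ChHAYW (across probes, which are not independent replicates), and 0, 0 and 2 of 8 correlated best with their own number. With the replicate number as a block limma called 4 (0 higher, 4 lower) in ChGENE against Ch and 0 (0 higher, 0 lower) in ChGENE against ChHAYW. The block takes 7 degrees of freedom from the fit.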

Differences from the paper's values

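Supplementary File S1 gives 2 probes for ChHAYW against Ch, the paper's 1 up and 1 down, where limma called 0 (0 up and 0 down), with 6910 at an unadjusted p under 0.05 and 0 with the methods' t-test. Among the alternatives set before the data were examined, the counts of all and of lower probes differ from the paper's under every one: 11480 with normexp (11340 lower), 3240 with median scaling (3149 lower), 5703 with arrayWeights (4992 lower), 6910 with the unadjusted p (5984 lower), 1 with spike-in scaling (0 lower) and 0 with quantile normalization, the deposited table, both filters on dim probes, the methods' t-test, all 24 arrays in 1 fit, trend and robust, the replicate block, the adjusted p alone and a fold change of at least 2. The count of higher probes equals the paper's with spike-in scaling (1) and differs under the others. With cyclic loess, chosen after seeing the data, it is 1, and that setting keeps 33 of the 72 probes that the paper lists for ChGENE. Without ChHAYW 4 it is 1, with 0 lower. In none of these settings was Cgref1 among the probes called.

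For Cgref1 in ChHAYW against Ch, Supplementary File S1 gives the paper's log2 fold change of 2.39, and the arrays gave 0.27 (standard error 0.545, adjusted p = 0.768 from limma). The difference stands under all 12 alternatives set before the data were examined that give a value, with −0.36 to 0.90, and under cyclic loess (0.22). In none of these settings, nor with any 1 rat left out (−0.11 to 0.59), did Cgref1 pass.

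The paper states that CGREF1 was higher under both kiwifruit diets. In ChGENE it passed in this direction, and in ChHAYW it did not pass. The paper also states that the diets shared differentially expressed genes, where 0 probes were called in both comparisons.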

Other observations

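Enzymes that clear drugs and toxins had the lowest median of the gene lists in ChGENE against Ch. The 2 tests, at the end of this section, of the probes that Supplementary File S1 gives for ChHAYW were chosen only after the result was seen. Of 28 drug-metabolising enzymes, 2 fell and 0 rose (13 lower and 1 higher adjusted over the list alone). Sult1e1, which also fell, is not in these counts, since the array lists it under another name. Ugt1a6, an enzyme that joins glucuronic acid to phenols, fell by 0.88 on the log2 scale (standard error 0.172, adjusted p = 0.0448 from limma), and the glutathione transferase Gstt3 fell by 1.64 (standard error 0.336, adjusted p = 0.0481). Cyp3a23-3a1, a cytochrome P450, had a log2 fold change of −1.72 (standard error 0.508, adjusted p = 0.0608), and Alas1, which starts heme synthesis, had −1.04 (adjusted p = 0.0608). Their median was −0.62 (camera, adjusted p = 0.00194, but adjusted p = 0.466 with an estimated correlation). With normexp values 0 lists shifted down in ChGENE against Ch, this one included. Markers of Kupffer cells, sinusoidal endothelium and T and NK cells had medians of 0.63, 0.32 and 0.34. Those of hepatocytes had −0.26 (adjusted p = 0.598 from camera). Of 25 NRF2 targets, Ugt1a6 and Trim16 fell (3 lower and 0 higher adjusted over the list alone), and camera and fry did not call the list (median −0.43, adjusted p = 0.288 and 0.0875), while its median lay outside the central 95% of random lists of like mean signal (−0.22 to 0.03). The signal of Trim16 was 2.43-fold lower, above background in 0 ChGENE rats and 3 Ch rats, which is no lower bound for the gene. The call of Ugt1a6 ended in 12 of the 16 fits that leave out 1 rat (without Ch 1, Ch 2, Ch 6, Ch 7, Ch 8, ChGENE 1, ChGENE 3, ChGENE 4, ChGENE 5, ChGENE 6, ChGENE 7 or ChGENE 8), that of Gstt3 in 13 (without Ch 1, Ch 2, Ch 4, Ch 6, Ch 7, Ch 8, ChGENE 1, ChGENE 3, ChGENE 4, ChGENE 5, ChGENE 6, ChGENE 7 or ChGENE 8) and that of Trim16 in 12 (without Ch 1, Ch 2, Ch 6, Ch 7, Ch 8, ChGENE 1, ChGENE 3, ChGENE 4, ChGENE 5, ChGENE 6, ChGENE 7 or ChGENE 8). All 3 calls also ended with quantile, spike-in and loess values, and with spike-in values Ugt1a6 had −0.46 and Gstt3 −1.22.

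The genes that burn fat had a shift as a list that hung on the test. Of 28 genes of fatty acid oxidation, limma called 0 over all probes or adjusted over the list alone, while the median was 0.18 in ChGENE against Ch (adjusted p = 0.000588 from camera at its preset correlation, but 0.525 with an estimated correlation and 0.362 with fry). Cpt1b, which takes fatty acids into mitochondria, had a log2 fold change of 1.02 (standard error 0.302, adjusted p = 0.0608 from limma), and Pdk4, which spares glucose in fasting, had 0.92 (standard error 0.295, adjusted p = 0.0633). In 14 genes of bile acid and anion transport, 3 were lower and 0 higher adjusted over the list alone and 0 passed over all probes. Among them the nuclear receptor Nr0b2 had −1.34 (standard error 0.283, adjusted p = 0.0521) and the anion carrier Slco1a4 had −1.76 (standard error 0.398, adjusted p = 0.0558), and the list had a median of −0.27 (adjusted p = 0.365 from camera but 0.00509 from fry, random lists −0.26 to 0.04).

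Of 25 genes of the cell cycle, Incenp, a part of the chromosomal passenger complex that stands in Supplementary File S1, rose by 1.23 in ChGENE against Ch (standard error 0.253, adjusted p = 0.0481 from limma), and 0 fell (3 higher and 0 lower adjusted over the list alone). Mki67, a marker of dividing cells, had 0.85 (standard error 0.260, adjusted p = 0.0608) and Plk1 had 0.83 (adjusted p = 0.0608). With normexp background correction Incenp and Plk1 turned to −0.10 and −0.02. For the whole list the median was 0.46 (camera, adjusted p = 2.78e-06, but adjusted p = 0.455 with an estimated correlation). Lists of other cells of the liver also shifted up, namely sinusoidal endothelium (10 genes, median 0.32, adjusted p = 0.0231), T and NK cells (11 genes, median 0.34, adjusted p = 0.00937) and B cells (4 genes, median 0.64, adjusted p = 0.0294). With an estimated correlation their adjusted p was 0.525, 0.525 and 0.338. With normexp values camera did not call the B cell list, and the sign of its test turned (adjusted p = 0.864). The call of Incenp stood only without Ch 3, Ch 5 or ChGENE 2 among the 16 fits that leave out 1 rat, and it also ended with normexp, quantile, spike-in and loess values (−0.10, 1.52, 1.65 and 1.42) and with trend and robust.

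Other lists were called neither by camera nor by fry in ChGENE against Ch. With the p of camera, they were triglyceride synthesis (21 genes, median −0.08, adjusted p = 0.415), insulin and fasting (17 genes, median −0.27, adjusted p = 0.679), male-biased genes (19 genes, median −0.15, adjusted p = 0.718), the circadian clock (19 genes, median −0.20, adjusted p = 0.452), the acute phase (18 genes, median 0.03, adjusted p = 0.568), the unfolded protein response (18 genes, median 0.05, adjusted p = 0.259), heat shock and immediate early genes (17 genes, median 0.000703, adjusted p = 0.365), hepatocytes (10 genes, median −0.26, adjusted p = 0.598), stellate cells (9 genes, median 0.11, adjusted p = 0.199), cholangiocytes (9 genes, median −0.08, adjusted p = 0.733), neutrophils (8 genes, median 0.15, adjusted p = 0.824), red blood cells (6 genes, median −0.10, adjusted p = 0.733), pancreas and muscle (14 genes, median −0.28, adjusted p = 0.733) and adipose tissue (8 genes, median −0.22, adjusted p = 0.790). Of these, the medians of insulin and fasting (−0.20 to 0.09), the circadian clock (−0.18 to 0.14), the acute phase (−0.38 to −0.10), the unfolded protein response (−0.20 to 0.05) and neutrophils (−0.48 to 0.15) lay outside the central 95% of random lists of like mean signal, given in brackets. The smallest adjusted p of any list with an estimated correlation was 0.338.

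With the Hayward diet, the lists that shifted against Ch at the preset correlation all went up, and with an estimated correlation the adjusted p of every list was at least 0.872. They were fatty acid oxidation (28 genes, median 0.09, adjusted p = 0.0132), inflammation (25 genes, median 0.16, adjusted p = 0.0290), fibrosis and matrix (25 genes, median 0.28, adjusted p = 0.0132), the cell cycle (25 genes, median 0.18, adjusted p = 0.00145) and Kupffer cells (12 genes, median 0.30, adjusted p = 0.0188). Of these 5 lists, 2 kept an adjusted p under 0.05 with normexp values, 2 with quantile, 5 with median, 1 with spike-in and 3 with loess values. In ChGENE against ChHAYW, lists that shifted down were bile acid synthesis (13 genes, median −0.31, adjusted p = 0.0169), bile acid and anion transport (14 genes, median −0.27, adjusted p = 0.00994), amino acid catabolism (27 genes, median −0.26, adjusted p = 1.09e-06), NRF2 targets (25 genes, median −0.46, adjusted p = 1.20e-07) and drug-metabolising enzymes (28 genes, median −0.39, adjusted p = 1.27e-05), and lists that shifted up were inflammation (25 genes, median 0.24, adjusted p = 0.00994), the acute phase (18 genes, median 0.21, adjusted p = 0.0167), fibrosis and matrix (25 genes, median 0.22, adjusted p = 1.27e-05), cell adhesion (28 genes, median 0.12, adjusted p = 0.00302), sinusoidal endothelium (10 genes, median 0.22, adjusted p = 0.0118) and stellate cells (9 genes, median 0.28, adjusted p = 0.00994). All 11 kept an adjusted p under 0.05 with normexp, quantile, median, spike-in and loess values. With an estimated correlation the adjusted p of every list in this comparison was at least 0.151. The lists hold genes of Supplementary File S1 and share members, so their directions are not independent evidence.

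Random splits of the arrays of a comparison into 8 and 8 were set beside the real one. In ChGENE against Ch, 2 of 100 splits, the real one included, called as many probes as the real 97. The other of these mixed the diets and called 2536, and a further mixed split called 90. Few random groupings reach the count, but a random grouping is not excluded as its source. For ChHAYW against Ch the real count is 0 and any split reaches it (100 of 100, with 2 at the highest), so the splits say nothing about chance there. In ChGENE against ChHAYW, 3 of 100 splits, the real one included, reached the real 2. The other splits that reached it mixed the diets and called 14 and 321. Few random groupings reach the count, but chance is not excluded. Splits that call many times the real count may point to a structure of the samples other than these groups, which was not tested.

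Olfactory and vomeronasal receptor probes lay lower in ChGENE than in Ch (median −0.64), as did the negative control spots (−0.72). Before scaling, the control spots had a mean log2 signal of 2.32 (SD 0.247) in ChGENE and 2.42 (SD 0.203) in Ch, so most of their difference arose with the scaling. Dim Ch arrays may lift probes near background after scaling, and then receptor probes and control spots should shift alike. The receptor probes shifted less than the control spots, by 0.0562 (standard error 0.0250), which is more than 2 standard errors in the direction opposite to a fall of the receptors beyond the background. This leaves no sign of a fall beyond that of spots without rat sequence, but the gap is not 0, and diet and slide cannot be told apart. No biological explanation was tested.

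Genes of cholesterol synthesis had a median log2 fold change of −0.21 in ChGENE against Ch. Camera did not call the list against other genes (adjusted p = 0.365), while fry called it against no change (adjusted p = 0.00644). Against random lists of like mean signal this median lay at percentile 0.1, outside their central 95% (−0.14 to 0.11). The random lists draw genes singly, and lists called by neither camera nor fry also lay outside, such as neutrophils, the acute phase and the circadian clock. The comparison therefore cannot decide whether a shift of probes of like brightness is the whole of it. With normexp values the sign of camera's test of the list turned, without a call (adjusted p = 0.839). A different time of dissection may also move these genes. The 16 clock genes above background had a median absolute log2 fold change of 0.319, against 0.263 in the 20 synthesis genes, a gap of 0.0563 (standard error 0.184), and Bmal1 (0.66, adjusted p = 0.302) and Dbp (0.04, adjusted p = 0.968) did not pass or move in opposite directions, so this stays open. An effect of the Geneva diet stays open as well, since each diet has its own slide.

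The 2 probes that Supplementary File S1 gives for ChHAYW against Ch are the same 2 that passed in ChGENE against ChHAYW. A candidate explanation is that the listed values come from that comparison. The largest gap between a listed log2 fold change and that of ChGENE against ChHAYW was 1.95e-05, which is consistent with it. An exchange of the group labels of the arrays is excluded, since each of the 6 assignments left at least 1 of the 74 listed values off by 2.12 or more. No biological explanation was tested.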
